# Metabolic activity in dormant conidia of *Aspergillus niger* and developmental changes during conidial outgrowth

**DOI:** 10.1016/j.fgb.2016.07.002

**Published:** 2016-09

**Authors:** Michaela Novodvorska, Malcolm Stratford, Martin J. Blythe, Raymond Wilson, Richard G. Beniston, David B. Archer

**Keywords:** *Aspergillus niger*, Conidial development, Manometry, RNAseq, Proteome, Sorbic acid

## Abstract

The early stages of development of *Aspergillus niger* conidia during outgrowth were explored by combining genome-wide gene expression analysis (RNAseq), proteomics, Warburg manometry and uptake studies. Resting conidia suspended in water were demonstrated for the first time to be metabolically active as low levels of oxygen uptake and the generation of carbon dioxide were detected, suggesting that low-level respiratory metabolism occurs in conidia for maintenance. Upon triggering of spore germination, generation of CO_2_ increased dramatically. For a short period, which coincided with mobilisation of the intracellular polyol, trehalose, there was no increase in uptake of O_2_ indicating that trehalose was metabolised by fermentation. Data from genome-wide mRNA profiling showed the presence of transcripts associated with fermentative and respiratory metabolism in resting conidia. Following triggering of conidial outgrowth, there was a clear switch to respiration after 25 min, confirmed by cyanide inhibition. No effect of SHAM, salicylhydroxamic acid, on respiration suggests electron flow via cytochrome *c* oxidase. Glucose entry into spores was not detectable before 1 h after triggering germination. The impact of sorbic acid on germination was examined and we showed that it inhibits glucose uptake. O_2_ uptake was also inhibited, delaying the onset of respiration and extending the period of fermentation. In conclusion, we show that conidia suspended in water are not completely dormant and that conidial outgrowth involves fermentative metabolism that precedes respiration.

## Highlights

• Resting conidia are demonstrated to be metabolically active.
• After triggering of conidial outgrowth fermentation occurs, followed by respiration.
• Sorbic acid inhibits O_2_ uptake and delays the onset of respiration.

## 1 Introduction

Conidia are asexual spores formed by moulds in enormous numbers, up to 10^9^ per cm^2^ of a mature colony. They are primarily formed for widespread distribution with the intention that at least a few conidia will arrive in suitable environments and will develop into mycelia. Conidia are designed to survive the physical traumas present during their distribution, particularly in their resistance to UV-light, extreme heat, and dehydration (drought) (Krijgsheld et al., 2013a). It has been shown that dry conidia of *Aspergillus fumigatus* and *Aspergillus nidulans* remain fully viable for at least a year (Osherov and May, 2001, Lamarre et al., 2008).

*Aspergillus niger* is a widely-distributed filamentous fungus, forming colonies with large clusters of black conidia. Conidia remain dormant in air or in water and tests on limited numbers of species have shown that the germination of conidia requires a triggering mechanism. Germination triggering for most fungi is related to sugars, amino acids and inorganic salts (Osherov and May, 2001). A combination of d-glucose and water is sufficient to initiate germination of *A. nidulans* conidia (Osherov and May, 2000) while specific pyranose sugars and l-amino acids have been shown to trigger germination in *A. niger* (Hayer et al., 2013, Hayer et al., 2014) irrespective of their potential metabolism. There was no evidence of conidial influx of the triggering compounds, and it is probable that the triggering structures outside the spores activate signalling pathways, such as cAMP/protein kinase A (PKA), RasA, or Ca^2+^/calmodulin (Osherov and May, 2000, Osherov and May, 2001, Krijgsheld et al., 2013b). The triggering/signalling results in isotropic conidial swelling and self-adhesion, followed by establishment of polarity, and the formation of a germ tube, and then mycelial growth (Momany and Taylor, 2000, Osherov and May, 2000). Transcriptome analysis of dormant conidia of *A. nidulans*, *A. fumigatus* and *A. niger* revealed high levels of pre-packaged mRNA in the conidia (Lamarre et al., 2008, Novodvorska et al., 2013, van Leeuwen et al., 2013a), including transcripts from genes involved in fermentation, gluconeogenesis, and the glyoxylate cycle.

The fermentation process is widely associated with yeasts, particularly the brewing yeast *Saccharomyces cerevisiae*, while most moulds appear to require abundant oxygen for growth (Miller and Golding, 1949). In reality, large numbers of yeast species do not ferment (Barnett et al., 2000) but generate energy using respiration mechanisms, and very few mould species grow anaerobically. Traditionally, fermentation was measured by collection of gas in inverted Durham tubes in broth cultures. Yeasts employing respiration also generate CO_2_ from the tricarboxylic acid cycle but this is exactly balanced by the uptake of oxygen by the mitochondria, for the cytochrome oxidase, resulting in no nett detection of gas. Fermenting yeasts absorb low levels of oxygen for use in biosynthetic reactions, particularly related to sterols and lipids (Fraenkel, 2011). The suggestion of fermentation in dormant mould conidia (Lamarre et al., 2008, Novodvorska et al., 2013, van Leeuwen et al., 2013a) is supported by the observations that no oxygen consumption was detected in *A. fumigatus* resting conidia, and oxygen uptake was detected after 3 h of germination (Taubitz et al., 2007). Respiration has been shown to be essential during the germination process (Brambl, 1975, Stade and Brambl, 1981). Anaerobic environments inhibit conidial germination although germination of conidia is inhibited at much lower oxygen levels that the inhibition of mould growth (Miller and Golding, 1949). The action of respiratory chain inhibitors, Rotenone and Antimycin A, allowed the swelling of conidia but not full germination to hyphae (Taubitz et al., 2007) and active mitochondria were detected in swollen spores and germlings. It was demonstrated that 1 mM cyanide inhibited respiration via the cytochrome *c* oxidase while the AOX (alternate oxidase) system, transferring electrons from ubiquinol to oxygen and bypassing the cytochrome *c* complex (Kirimura et al., 1999), was inhibited specifically by 1 mM SHAM. Fungal conidia provide a means of dissemination of the fungus in nature but also a source of infection of plants, animals and insects, and a means of contamination of food. The early stages of conidial development provide crucial events in pathogenesis and contamination and also provide handles for combatting disease and spoilage. For example, natamycin, an effective food preservative, specifically binds to ergosterol and inhibits germ tube formation (van Leeuwen et al., 2013b). In this study, we sought to improve the understanding of the early developmental events of conidial germination and took *A. niger* as our model system. Experiments were carried out to determine the metabolic activities in dormant conidia of *A. niger*, and during the early stages of the germination process, and to relate those metabolic events to a genome-wide analysis of gene expression and protein complement in the conidia. In addition, the action of the weak-acid food preservative, sorbic acid, was applied to study the mode of its action as full expression analysis of conidia exposed to sorbic acid has not previously been reported in moulds. Sorbic acid acted as a membrane active compound and inhibited the conidial germination process.

## 2 Material and methods

### 2.1 Media and growth conditions

*A. niger* strain N402 (Bos et al., 1988) was grown at 28 °C on *Aspergillus* complete medium at pH 4 (ACM) with composition as described previously (Novodvorska et al., 2013). Conidia were collected after 6–9 days by washing the agar slopes using 0.01% (w/v) Tween 80 at laboratory temperature, filtered through sterile synthetic wool and counted using a haemocytometer.

### 2.2 Warburg manometry

Respiration and fermentation in conidia were detected using constant-volume Warburg manometry. All experiments were carried out using single side-arm manometer flasks. 2 ml of conidia (10^9^/ml) re-suspended in water were pipetted into the flask and 0.4 ml water or 20% KOH in the centre well. Growth inhibitors and/growth media were put in single arm and then added to conidia at the appropriate time. Two control flasks contained water only. The spore suspension flask was warmed up for 10 min before measurements took place. Each experiment was performed in both technical and biological duplicates at 28 °C.

### 2.3 Trehalose assay

The trehalose assay was done in duplicates using cytosolic extracts prepared from dormant and germinating conidia over a 4 h period (0 h, 0.5 h, 1 h, 2 h and 4 h) ±1 mM sorbic acid. 10^9^ conidia were collected by centrifugation, washed with sterile water and re-suspended in 1 ml 0.25 M Na_2_CO_3_ and 0.5 ml glass beads and disintegrated in a Sartorius dismembrator for 4 min at 2000 rpm. Supernatants were used to assay for trehalose content using a commercially available kit according to the supplier’s instructions (Megazyme International, Ireland Ltd). The amount of trehalose was expressed in pg/spore.

### 2.4 Protein extraction, LC-MS/MS and data analysis

Conidia germinated in liquid ACM media ±1 mM sorbic acid for 1 and 5 h at 28 °C, were collected, washed in 50 mM of Tris-HCl pH 7.5 and snap frozen in liquid nitrogen. Pellets from all 4 time points (T1, T1SA, T5, T5SA) with 0.5 ml glass beads were separately disintegrated in a Sartorius dismembrator for 4 min at 2000 rpm. Soluble protein fractions were extracted by adding 1 ml of TRIS buffer pH 7.5, vortexed for 1 min, boiled for 5 min at 95 °C and supernatant was transferred into 2 ml collection tubes. Insoluble protein fractions were extracted by adding 1 ml of protein extraction buffer (4% w/v SDS, 100 mM Tris buffer pH 7.5, 100 mM DTT) to the pellet and treated the same way. Soluble and insoluble protein fractions from the same time point were combined and subjected to 10 min trichloroacetic acid precipitation on ice, collected by centrifugation and washed twice with ice-cold acetone. The protein pellet was then air-dried and dissolved in 50 mM TRIS buffer pH 7.5. Each sample was prepared in duplicate. Proteins in 35–70 μg of total protein extract were separated on 1D SDS-PAGE gels. After destaining, gels were cut to 1 mm pieces and the proteins were reduced, alkylated and digested by trypsin. Peptides were then collected by rounds of incubation with 100% acetonitrile, then 0.5% (w/v) formic acid at 37 °C for 15 min before being vacuum-dried and subsequently being solubilized in solution (0.1% formic acid, 3% acetonitrile). 50% of the material was injected, using a Dionex Ultimate 3000 HPLC, onto a PepMap100 C18 2 cm × 75 μm I.D. trap column (ThermoFisher Scientific) at 5 μl min^−1^ in 0.1% (w/v) formic acid, 2% (w/v) acetonitrile at 35 °C in the column oven, 6 °C in the autosampler. Components in the sample were separated, over a 2 h HPLC run (containing a 70 min separation gradient) using mass spectrometry (van Munster et al., 2014). The resulting spectra were searched using SequestHT (ThermoFisher Scientific) against a custom *A. niger* 588.13 database (http://www.aspergillusgenome.org/download/sequence/A_niger_CBS_513_88/current/), and a decoy database, within the Proteome Discoverer 1.4 software package (ThermoFisher Scientific). Full trypsin enzymatic specificity was required with up to 2 missed cleavages permitted. Carbamidomethylation of cysteine was specified as a fixed modification (+0.57.021 Da), with oxidation of methionine (+0.15.995 Da) and N-terminal acetylation (+42.011 Da) were specified as variable modifications. A mass tolerance of 10 ppm was used for precursors and 0.6 Da for fragment ions. For the protein to be reported as present a filter was applied requiring a minimum of two peptides of medium (⩾95%) confidence to be detected.

### 2.5 RNA extraction, RNA sequencing and data analysis

Dormant and conidia germinated ±1 mM sorbic acid for 1 h at 28 °C were collected and snap frozen in liquid nitrogen. Pellets from one timepoint/condition were combined and total RNA was extracted as described in Novodvorska et al. (2013). Two biological replicates were done for each timepoint/condition. RNA-seqencing was performed at the Next Generation Sequencing Facility (Queen’s Medical Centre, University of Nottingham, UK). 5 μg of total RNA was depleted of ribosomal RNA using the Ribominus Eukaryotic kit (Invitrogen). SOLiD whole transcriptome libraries were prepared, quantified and purified as described in Novodvorska et al. (2013). Sequencing was performed on a SOLiD 5500xl ABi sequencer according to the manufacturer’s instructions to generate 75 bp reads in colour space. Reads from each sequencing library were mapped to the annotated genome assembly of the *A. niger* CBS 588.13 (AspGD version s01_m06_r10) using the LifeScope 2.5.1 Whole Transcriptome Pipeline (LifeTechnologies). Reads were initially quality checked and then subsequently filtered against the sequences of library adaptors and *A. niger* rRNA. LifeScope then mapped the reads to the sequence of the entire genome as well as a library of all exon junctions, derived from the genome annotation information, thereby accounting for spliced reads. The primary read alignment position of each mapped read was recorded in BAM format for further downstream analysis. Read counts per gene were calculated from each sample BAM file using HTseq-count with read alignments with a minimum mapping quality score of 20 (MAPQ20) (PMID: 25260700). Normalised gene expression values (RPKM) (Reads Per Kilobase of gene model per Million mapped reads) (Mortazavi et al., 2008) were also calculated using a custom Perl script. Differential gene expression analysis was achieved using the R package DEseq using the read counts per gene for each sample according to replicate grouping. Significantly differentially expressed genes were determined according to an adjusted p-value of 0.05. Data files were submitted to the Gene Expression Omnibus, under accession number GSE79745.

### 2.6 Gene ontology enrichment analysis

FetGOat database http://www.broadinstitute.org/fetgoat/ (Nitsche et al., 2011) used for Gene Ontology (GO) enrichment analysis. Conditions were selected as follows: *A. niger* CBS513.88 strain, FRD q-value of 0.05 and Benjamini and Hochberg multiple testing corrections. For analysis were selected differentially expressed genes with increased or decreased transcript levels with p-value ⩽ 0.05 (DEseq) and also proteins detected in both proteome replicates from each time point/condition were analyzed.

### 2.7 Uptake of radioactive glucose

20 ml vials with 15 ml ACM containing 55 mM d-glucose and ±1 mM sorbic acid and 10 μCi d-[U-^14^C]glucose (Perkin-Elmer) and 3 × 10^7^/ml conidia were kept at 28 °C during the experiment with regular stirring. Every ten minutes 1 ml samples were taken and filtered through 25 mm cellulose nitrate filters (0.45-μm pore size) that had been prewashed with 5 ml of 55 mM d-glucose ACM media (with no ^14^C). Filters were then washed again 3 times using the same media and put into 5 ml ScintiSafe 3 liquid scintillation cocktail (Fisher Scientific, United Kingdom). Radioactive emissions were counted using a Packard Tri-Carb 2100 TR liquid scintillation analyzer and dpm values converted to uptake from d-[^14^C]glucose (nMol/10^7^ conidia).

## 3 Results

### 3.1 Resting conidia

Production of spores is induced by starvation or in stress conditions and is a prerequisite for survival of the fungus in harsh environments. Conidia can survive in a resting stage for long periods (Lamarre et al., 2008) and it is believed that they are metabolically inactive (Taubitz et al., 2007). We used manometry to explore whether there is metabolic activity in dormant conidia. Resting conidia, suspended in water, were shown not to be metabolically inactive as there were low levels of O_2_ uptake and generation of CO_2_. 10^9^ conidia took up 4.8 μmol of O_2_ and produced 2.7 μmol of CO_2_ over 5 h (Fig. 1A). O_2_ uptake was consistently greater than the CO_2_ efflux. The amount of evolved CO_2_ was never higher than (and not equal to) the amount of O_2_ taken up and, therefore, conidia performed respiratory metabolism over this period (see below for further interpretation of the data). In contrast, heat-killed conidia (75 °C, 15 min) showed no metabolic activity (no uptake of O_2_ or evolution of CO_2_; data not shown). Fermentation would be expected to produce much higher levels of CO_2_ efflux than O_2_ input while respiration would be expected to equally match CO_2_ efflux and O_2_ uptake. Using the data from 8 experimental runs, O_2_ uptake was 0.96 ± 0.35 μmol/h/10^9^ conidia while CO_2_ efflux was 0.60 ± 0.29 μmol/h/10^9^ conidia. The ratio therefore showed that O_2_ uptake was constantly 38.4% higher than the CO_2_ efflux. Cyanide, an inhibitor of the electron transport chain, specifically inhibiting cytochrome *c* oxidase, inhibited O_2_ uptake in dormant conidia by approximately 50% but had no impact on CO_2_ production (Fig. 1B). The inhibitor of alternative oxidase, SHAM, did not have any effect on oxygen uptake, nor on CO_2_ production. The presence of *aox1* (An11g04810) transcripts was detected in the transcriptome of resting conidia (T0), although AOX activity wasn’t detected (Fig. 1C). Additionally, detailed analysis of the T0 transcriptome showed the presence of transcripts of genes associated with oxidative phosphorylation (Supplementary file 1).

### 3.2 Conidial outgrowth

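The transcriptomes of dormant conidia (T0) and of conidia germinated for 1 h (T1) were measured by RNA sequencing of rRNA-depleted total RNA, with 2 biological replicates (A and B) in each condition. The authors mapped the 75 bp colour-space reads with LifeScope and counted on each gene, with HTSeq-count, the reads with a mapping quality of at least 20. The deposited values are counts without normalization, together with an RPKM value for each gene that divides the count by the length of the gene and by all mapped reads of the library. Every library lists the same 15431 gene models, with lengths from 32 to 21251 bp and a median of 1041 bp. The models carry the names of gene prediction programs and not the An numbers of the paper. None of these names occurs in the supplementary files or among the 14404 genes of the RefSeq assembly ASM285v2, so that the transcript levels of single An numbers were not analysed here, and the values below concern the gene models as a whole or under their own names. For the same reason it could not be established that the paper's numbers of genes were drawn from these counts.
The T0 libraries held 35933574 (A) and 36098281 (B) mapped reads, of which 5514124 and 5758898 were counted on gene models, or 15.3% and 16.0%. The T1 libraries held 28092998 (A) and 30839917 (B) mapped reads, of which 10312491 and 13573314 were counted on gene models, or 36.7% and 44.0%. The 95% Wilson intervals of these shares were at most 0.0359 percentage points wide and cover counting error only. Between replicates, the log2 CPM (counts scaled to the size of the library) correlated across gene models with r = 0.974 at T0 and r = 0.972 at T1, where gene models are not independent replicates. The counts of the replicates nevertheless differed by more than sampling noise, with a chi-square of 32.4 times its degrees of freedom at T0 and 56.5 times at T1.
From the counts, differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with all 6 libraries of the study in the same fit and the p-values adjusted by the method of Benjamini and Hochberg. The filter on low counts left 9523 gene models to be tested. A change was called at an adjusted p at or under 0.05, the threshold of the paper. With 2 replicates per condition, leaving out any library leaves its condition with 1 library. The spread within that condition then cannot be estimated, and no calls are given for such fits. The scaling of the libraries is a choice that changes the numbers of genes with higher and lower transcript levels. The share of mapped reads on gene models also differed between T0 and T1. Library sizes from total counts and from all mapped reads differ by little else than this share. With the former the median log2 fold change was -1.44, and with the latter, chosen after the data were seen, -0.09. This share thus sets the difference between these scalings, but whether it is the cause under TMM was not tested.

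**Figure D1:**
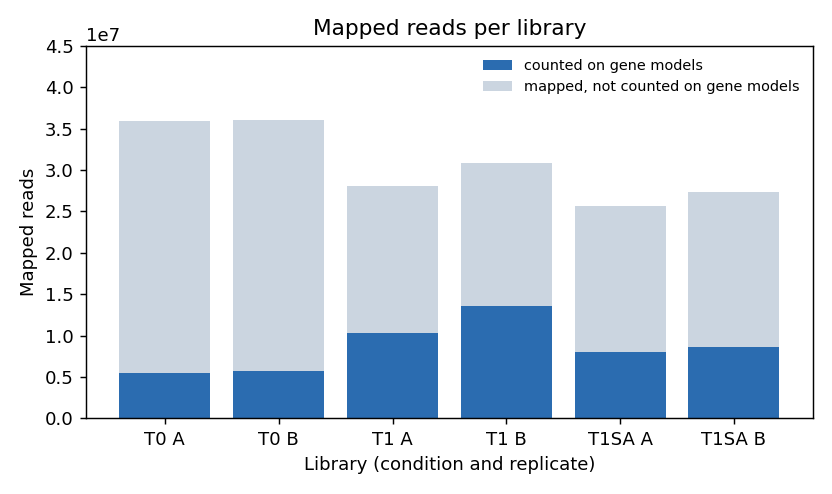
Mapped reads of each of the 6 libraries, divided into reads counted on gene models (blue) and other mapped reads (grey), where T1SA stands for conidia germinated for 1 h with 1 mM sorbic acid. The blue part is 15.3% and 16.0% of the bar at T0 and 36.7% and 44.0% at T1.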

In order to study cellular responses during germination we performed a proteomic study at the first hour (T1) of conidial germination and compared the data with the transcriptome data. Two replicates from each time point were carried out and only proteins detected in both replicates were used in downstream analysis (Supplementary file 2). There were 672 proteins detected at T1. A total of 2487 genes increased their transcript levels and 2412 genes decreased their transcript levels during the first hour of germination. 

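Of the 9523 gene models tested, 3258 (34.2%) had higher and 3832 (40.2%) had lower transcript levels at T1 than at T0. The median size of the log2 fold change was 2.56 among the genes with higher levels and 3.21 among those with lower levels. At least a 2-fold change was reached by 3089 of the former and 3720 of the latter. Both T0 libraries had 3 counts or fewer for 112 of the genes with higher levels, and both T1 libraries had 3 counts or fewer for 760 of those with lower levels, so that the folds of these genes are lower bounds. With these genes at their bounds, the medians were 2.54 (quartiles 1.70 and 3.69) and 2.88 (quartiles 1.97 and 4.12). The paper used DESeq. With DESeq2 in place of edgeR, 3134 genes had higher and 3204 had lower levels.
The division into higher and lower levels depended on the scaling. With TMM, the median log2 fold change over all genes tested was -0.40 and 46.0% of the calls were higher. When the libraries were scaled by their total counts on gene models, the median was -1.44, and 2180 genes were called higher and 5117 lower, so that 29.9% of the calls were higher. Of the 7090 calls with TMM, 6012 were kept under that scaling. Values relative to all mapped reads moved the division the other way, and limma on log2(RPKM + 0.1) called 3541 genes higher and 3527 lower, or 50.1% higher. The lowest numbers, 2120 higher and 2271 lower, came from the 5719 genes with at least 10 counts in every library.
The genes named are those with the largest fitted log2 fold changes among genes called with at least 10 counts in every library of the higher condition. Fitted values against 0 counts depend on the prior count, so that this order is not an order of measured folds. Among the genes with higher levels, the first was the gene model e_gw1.1.547.1 (sequence chr_2_2, 1323 bp), with counts of 0 and 1 in the T0 replicates and 684 and 1471 in the T1 replicates, which is at least 344-fold higher (adjusted p = 4.38e-07 from edgeR's quasi-likelihood test). The next was CADANGAG00005345 (chr_4_1, 1056 bp), with counts of 0 in both T0 replicates and of 147 and 262 at T1, at least 65.6-fold higher (adjusted p = 2.93e-05 from edgeR's test). Among the genes with lower levels, the first was CADANGAG00001600 (chr_4_2, 234 bp), with counts of 236 and 198 at T0 and 0 in both replicates at T1, at least 73.8-fold lower (adjusted p = 1.09e-06 from edgeR's test). CADANGAG00003308 (chr_6_1, 1095 bp) had counts of 126 and 173 at T0 and 0 at T1, at least 50.2-fold lower (adjusted p = 4.74e-06 from edgeR's test). From the genes with changed transcript levels the paper derives the GO categories that it compares with the proteome.

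**Figure D2:**
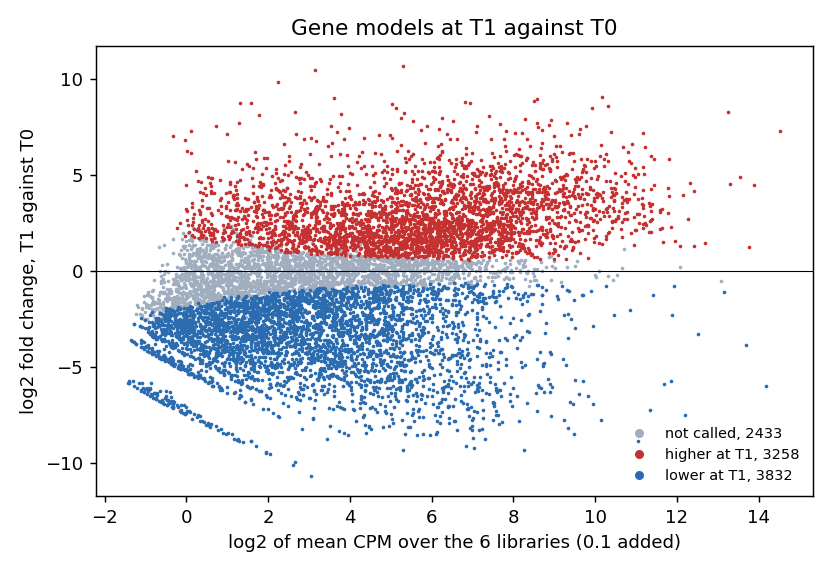
Log2 fold change of T1 against T0 for each of the 9523 gene models tested, plotted over the log2 of the mean CPM in the 6 libraries with 0.1 added. Red points are the 3258 genes called higher at T1, blue points the 3832 called lower, and grey points the genes without a call.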

Transcriptome data showed that 5248 genes had transcript present with RPKM ⩽ 1. Out of them, 524 genes had their proteins detected. 

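In the deposited RPKM values of the T1 libraries, averaged over both replicates, 5706 of the 15431 gene models (37.0%) had an RPKM of at least 1. A further 6751 (43.7%) had an RPKM over 0 and under 1, and 2974 (19.3%) had no count in either replicate. Read as printed, the paper's 5248 genes with a transcript at or under an RPKM of 1 are the counterpart of the 6751. If the signs of its RPKM limits were exchanged, the 5706 would be the counterpart, which could not be settled here. By library, 5631 gene models reached an RPKM of 1 in replicate A and 5679 in replicate B, and 5270 did so in both. The replicates placed 14661 gene models (95.0%) on the same side of the threshold. With a threshold of 0.5, the number at or above it was 6773, the alternative that moved it most. A count of 0 on a gene model of 1 kb allows an RPKM of up to 0.107 in T1 replicate A and 0.0973 in T1 replicate B. The median count over both T1 libraries together was 587.5 for the gene models at or over an RPKM of 1 and 7 for those between 0 and 1, so that levels below the threshold rested on few reads.
Among the 5670 gene models at or over an RPKM of 1 that entered the T0-T1 test, 3166 (55.8%) were called higher and 1123 (19.8%) lower at T1. Among the 3732 tested gene models with an RPKM over 0 and under 1, 92 (2.47%) were called higher and 2591 (69.4%) lower. Both groups were divided by the T1 level, which also enters the T0-T1 change. A tilt to higher calls in the first group and to lower calls in the second therefore follows in part from the division.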

140 genes (RPKM ⩾ 1) had proteins detected and represented mainly down-regulated genes. 8 genes with detected proteins had no transcripts present. GO enrichment analysis showed that carbohydrate metabolism, oxidative phosphorylation and translation represented the main categories of proteins. This correlated well with the transcriptome data showing respiration, translation, replication and transcription being the most represented groups from upregulated genes. Supplementary files 3 and 4 show the terminal node hierarchical GO terms in Biological Processes that were detected in the T1 proteome and transcriptome. We then focused on detailed analysis of specific genes related to energy metabolism and nutrient sensing.

To produce a more comprehensive understanding of early development of *A. niger* conidia we assayed energy metabolism during germination using manometry. Results showed that excess CO_2_ was produced immediately upon germination triggering and O_2_ uptake was initiated after 12 min (Fig. 2A). Over the first 12 min of germination, high levels of CO_2_ were formed while the O_2_ uptake remained low, being consistent with the ratios expected during fermentation. After 12 min the O_2_ uptake progressively increased, reaching an equal level of CO_2_ output at 25 min. The ratio of CO_2_ output to O_2_ input was consistent with fermentation being replaced by respiration between 12 and 25 min. The effects of cyanide and SHAM were tested during conidial outgrowth in order to find out whether electrons are transferred to oxygen via cytochrome *c* or by alternative oxidase. 1 mM cyanide stopped uptake of O_2_ within 3 min and it had negligible effect on CO_2_ production over the first 12 min (Fig. 2B). There was no detectable uptake of O_2_ in the presence of cyanide. When cyanide was added 1 h after the growth was initiated, corresponding to full respiration, O_2_ uptake stopped immediately. Transcripts from the *aox1* gene (An11g04810) were present at T1 and we therefore tested if alternative oxidase was active, by using its inhibitor, SHAM. It had no effect over the first 20 min but afterwards SHAM appeared to marginally increase CO_2_ efflux and O_2_ uptake (Fig. 2C). This time also coincided with the mobilisation of intracellular trehalose that was most likely metabolised by fermentation (Fig. 3A). Transcripts of *treB* (An01g09290), encoding neutral trehalase, that is responsible for trehalose catabolism, were detected in the T1 transcriptome and TreB protein was detected in the T1 proteome.

We used radiolabelled d-[U-^14^C]glucose to follow the timing of entry of glucose into germinating conidia in complete medium. We discovered that glucose uptake was detectable 60 min after triggering outgrowth (Fig. 3B) and the rate of uptake increased exponentially afterwards. Approximately 300 nmol of glucose were taken up over the period of 5 h by 10^7^ conidia. Out of 72 genes encoding putative glucose/hexose transporters (Pel et al., 2007) transcription of 5 genes (An02g03540, An15g03940, An05g01290, An16g08940, An02g01270) was highly upregulated at T1. The most upregulated was the homolog of *A. nidulans mstE*, (An02g03540) encoding a low affinity glucose transporter. Transcription of *mstA* encoding a high affinity glucose transporter increased with germination time (unpublished results) and therefore might be necessary at later stages of germination or growth. G-protein coupled receptors (GPCRs) represent the largest group of transmembrane receptors with a diverse range of stimuli including sugars and amino acids (Maller, 2003). GPCRs initiate signalling cascades via heterotrimeric G-proteins. Nutrient detection by GPCRs results in the exchange of GTP for GDP on the Gα subunit leading to dissociation from Gβγ subunits (Xue et al., 2008). Regulators of G-protein signalling (RGSs) balance intensity and continuation of the G-protein signal (Yu, 2006). There are 12 genes in the *A. niger* genome encoding putative GPCRs and 5 of them (An02g01560, An09g06510, An08g04110, An07g09280, An01g00400) were transcribed in early germination (T1). 2 genes encoding Gα subunits (An08g06130 *fadA*, An02g08000 *ganA*) and 1 Gβ (An18g02090, *sfaD*) were also detected in the T1 transcriptome together with RGS proteins (An02g03160 *flbA* and An18g06110 *rgsA*). 5 genes encoding serine/threonine phosphatases, essential for glucose sensing and germination on glucose as sole carbon source regulating carbon source dependent germination, were characterized in *A. nidulans* (De Assis et al., 2015). An01g03700, An01g14160, An02g06630, An07g07110, An18g05890 homologs of *A. nidulans psrA*, *ptcD*, *ptpB*, *mgsA*, *ptcE* respectively, had their transcript detected at both time points (T0, T1). PtcE protein was also detected in T1 (Table 1).

### 3.3 Impact of sorbic acid on conidial outgrowth

In order to investigate how conidia respond to sorbic acid at the molecular level, we studied its impact on the transcriptome and proteome on outgrowing conidia and compared those data (e.g. T0–T1SA) with the non-sorbic acid data set (e.g. T0–T1). 

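Conidia germinated for 1 h in medium with 1 mM sorbic acid (T1SA), a weak-acid preservative, were sequenced in 2 biological replicates in the same way as the T0 and T1 conidia. These libraries held 25612235 (A) and 27290656 (B) mapped reads, of which 7977963 and 8660716 were counted on gene models, or 31.1% and 31.7%. The replicates correlated across gene models with r = 0.971 in log2 CPM. T1SA replicate A correlated with T1 replicates A and B with r = 0.90 and 0.87, and T1SA replicate B with r = 0.87 and 0.83. Against the T0 replicates A and B, the correlation was 0.61 and 0.62 for T1SA replicate A and 0.66 for T1SA replicate B with both, whereas that between T0 and T1 libraries lay between 0.51 and 0.57. The comparisons T0-T1 and T0-T1SA use the same T0 libraries, and T0-T1 and T1-T1SA use the same T1 libraries, so that chance deviations of the shared libraries enter both members of each pair. Simulated libraries with no change between conditions were therefore fitted in the same way. They show what this sharing brings about where no gene changes, and not what it adds among genes that change.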

Supplementary file 1 contains RPKM values and differential gene expression analysis. A total of 1721 genes increased their transcript level and 1767 genes decreased their transcript levels at the first hour of conidial germination as a consequence of sorbic acid treatment. 

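At T1SA, 2207 of the 9523 gene models tested (23.2%) had higher and 2022 (21.2%) had lower transcript levels than at T1. The median size of the log2 fold change was 2.09 among the former and 1.62 among the latter. In 206 of the genes with higher levels both T1 libraries, and in 149 of those with lower levels both T1SA libraries, had 3 counts or fewer, and with these genes at their bounds the medians were 2.00 and 1.58. DESeq2 gave 1972 genes with higher and 1830 with lower levels. Here the scaling also changed the division into higher and lower. From the deposited RPKM values, which are relative to all mapped reads, limma on log2(RPKM + 1) called 1479 genes higher and 2713 lower, or 35.3% higher against 52.2% with TMM. An adjusted p at or under 0.01 left 1455 and 1179 genes.
In the same order of fitted values, the first genes with higher levels were Cscaffold14000248 (684 bp) and estExt_fgenesh1_pm.C_140119 (744 bp), both on the sequence chr_6_1. Cscaffold14000248 had a CPM of 16499 ± 255 at T1SA (SD, n = 2) and 28.0 ± 23.5 at T1, a log2 fold change of 9.21 (standard error 0.66, adjusted p = 1.35e-06 from edgeR's quasi-likelihood test). Its counts at T1 were 383 in replicate A and 114 in replicate B, and without T1 replicate A the log2 fold change was 10.50. For estExt_fgenesh1_pm.C_140119 the CPM was 13025 ± 114 and 22.8 ± 19.6 (SD, n = 2), and the log2 fold change was 9.16 (standard error 0.67, adjusted p = 1.35e-06 from edgeR's test). Without T1 replicate A it was also 10.50. The first with lower levels was CADANGAG00004977 (chr_3_1, 1221 bp), with counts of 112 and 148 at T1 and 0 in both T1SA replicates, at least 30.3-fold lower (adjusted p = 5.1e-05 from edgeR's test). The next, fgenesh1_pm.Cscaffold1000623 (chr_2_2, 840 bp), whose decrease was measured and not a bound, fell from a CPM of 1139 ± 948 to a CPM of 1.60 ± 0.21 (SD, n = 2), a log2 fold change of -9.46 (standard error 0.85, adjusted p = 7.75e-06 from edgeR's test). Its T1 counts of 4027 and 18122 show that the replicates differed widely in its level, and without T1 replicate B the log2 fold change was -8.18. From the genes that differed between T1 and T1SA the paper derives GO categories by enrichment analysis.

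**Figure D3:**
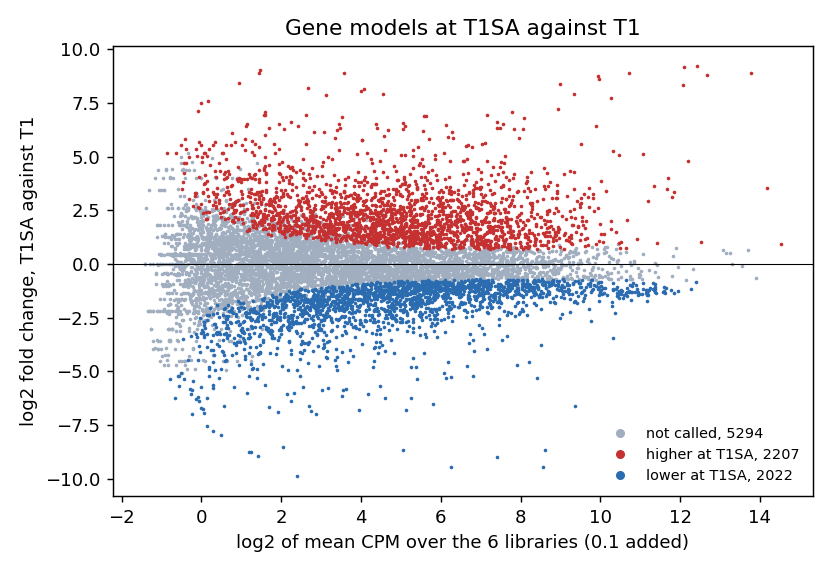
Log2 fold change of T1SA against T1 for each of the 9523 gene models tested, plotted over the log2 of the mean CPM in the 6 libraries with 0.1 added. The 2207 red points are genes called higher at T1SA, the 2022 blue points genes called lower, and grey points had no call.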

GO enrichment analysis using the list of differentially expressed genes (T1-T1SA) showed that the main categories of up-regulated genes were carbohydrate metabolism and protein degradation. Responses to reactive oxygen species and hydrogen peroxide metabolism also constituted a large group of functionalities. GO enrichment analysis on down-regulated genes showed that main categories included functionalities involved in transcription, RNA metabolism and translation. Results of full GO term analysis are recorded in the Supplementary file 3. 

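Against T0, 3055 gene models were called higher and 3666 lower at T1SA. Of the genes called higher than T0 in either condition, 2450 (63.4%) were called in both T0-T1 and T0-T1SA. Their median log2 fold change, with genes of 3 counts or fewer in both libraries of a condition at their bounds, was 2.85 at T1 and 2.63 at T1SA. Across the 9523 gene models, the log2 fold changes of both comparisons correlated with r = 0.80. In 20 simulations of unchanged conditions with shared T0 libraries the correlation was 0.49 on average and at most 0.51. These simulations gave at most 1 call per direction in either comparison with T0, and none in both. Without changed genes they could give almost no calls. Neither the correlation nor the calls therefore show what the shared T0 libraries add among genes that change. The direct comparison T1-T1SA separated the 2450 genes further, since 722 of them were called lower and 424 higher at T1SA than at T1, and 1304 had no call. With libraries scaled by total counts, the number called higher in both was 1513.

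**Figure D4:**
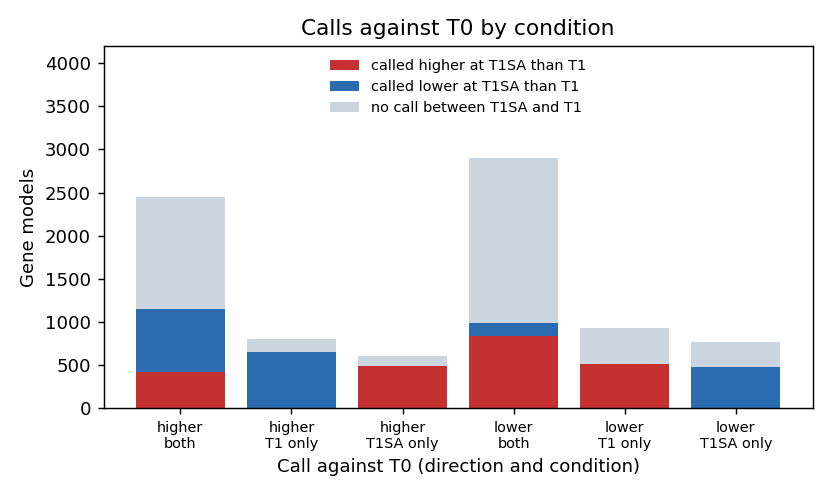
Number of gene models called higher or lower than T0 in both T1 and T1SA, at T1 only or at T1SA only. The colours divide each bar by the direct T1-T1SA comparison, and of the 2450 genes called higher in both, 1304 had no call in it.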

Analysis of transcriptomes showed that 2026 genes increased their transcript levels at breaking of dormancy in both (T0-T1 and T0-T1SA) conditions. 

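Called higher than T0 at T1 only were 808 gene models, with a median log2 fold change (at the bounds where these apply) of 1.79 at T1 and 0.07 at T1SA. The 808 include 92 gene models called lower than T0 at T1SA. A gene that passes the threshold in T0-T1 and not in T0-T1SA need not differ between T1 and T1SA. In the direct comparison, 653 of the 808 (80.8%) were called lower at T1SA than at T1, whereas 155 had no call. Called higher than T0 at T1SA only were 605 gene models, with a median of 1.91 at T1SA, and 496 of them (82.0%) were called higher at T1SA than at T1. The 605 include 124 gene models called lower than T0 at T1. Among genes with at least 10 counts in every library, 514 were called higher at T1 only and 452 at T1SA only.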

398 genes had increased transcript levels in the control condition and 888 genes had increased levels in the sorbic acid condition. Comparison of GO enrichment results of up-regulated genes revealed that categories such as GO:0008652 (cellular amino acid biosynthetic process), GO:0009165 (nucleotide biosynthetic process), GO:0046467 (membrane lipid biosynthetic process), GO:0033108 (mitochondrial respiratory chain complex assembly) and GO:0032543 (mitochondrial translation) were absent in the sorbic acid data set. 

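Called lower than T0 in both conditions were 2896 gene models, or 62.9% of those called in either. The median log2 fold change of these genes, with the bounds in place of fitted values where a condition had 3 counts or fewer in both libraries, was -3.27 at T1 and -2.58 at T1SA. Of the 2896, 835 were called higher at T1SA than at T1, 155 lower, and 1906 were not called in the T1-T1SA comparison. The share depended on the scaling, and with total counts it was 73.2% for genes called lower and 55.9% for genes called higher. Scaling by total counts raised the number to 4384, and the restriction to genes with at least 10 counts in every library reduced it to 1800.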

Analysis of down-regulated genes during the first hour of germination showed that 1946 genes decreased their transcript level in both conditions (T0-T1 and T0-T1SA). 

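At T1 only, 936 gene models were called lower than T0, including 124 called higher than T0 at T1SA. The median log2 fold change of the 936 (at the bounds where these apply) was -2.04 at T1 and -0.57 at T1SA. The T1-T1SA comparison called 518 of them (55.3%), each higher at T1SA, and left 418 without a call. At T1SA only, 770 gene models were called lower than T0, with a median of -1.70 at T1SA and -0.32 at T1, and 483 of them (62.7%) were called lower at T1SA than at T1. The 770 include 92 gene models called higher than T0 at T1. With at least 10 counts in every library, the numbers called lower than T0 were 471 at T1 only and 487 at T1SA only.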

404 genes had decreased transcript levels in the non-sorbic acid condition and 781 genes had decreased transcript levels in the sorbic acid condition. GO terms related to oxidative phosphorylation (mitochondrial electron transport/ubiquinol to cytochrome *c*, GO:0006122, and mitochondrial respiratory chain complex assembly, GO:0033108) were not present in the sorbic acid data set (Supplementary files 3 and 5). Equally, transcription of proton pumps was highly up-regulated in the control condition but changes in sorbic acid media were smaller.

In order to examine cellular responses to sorbic acid exposure at the protein level, we performed a qualitative proteomic study of conidia germinated for 1 h in the presence (T1SA) and absence (T1) of sorbic acid. We also explored the protein content at the 5 h time point of conidia germinated in the presence (T5SA) of sorbic acid to detect the delayed changes in expression as a consequence of sorbic acid and compared the data with the non-sorbic acid data set (T5). There were 535 proteins detected in T1SA and 89 of them were T1SA-specific and were not found in the T1 proteome. There were 759 proteins detected in T5SA and 319 of them were T5SA-specific and not detected in the T5 control condition. A list of all the reported proteins is provided in Supplementary file 2. Individual proteins are discussed below in context with the transcriptome data.

We showed that germinating conidia fully switch to respiration, following a period of fermentation, after triggering of outgrowth. However, when sorbic acid was present in the germination medium, the fermentation stage continued for longer (>30 min) after germination triggering (Fig. 2A). The impact of sorbic acid on CO_2_ efflux was negligible, however, with O_2_ uptake being much slower and therefore respiration was delayed (Fig. 4). In order to explore the impact of sorbic acid on nutrient uptake we followed the uptake of radioactively-labelled glucose. Conidia germinated for 5 h in the presence and absence of sorbic acid and samples were taken every 20 min. The results showed (Fig. 3B) that uptake of glucose starts at 60 min after triggering of germination in the control condition, but there was no detectable uptake of glucose in the sorbic acid condition during the first 200 min. The delay in uptake meant that only 90 nmol of glucose were taken up during 5 h by 10^7^ conidia in comparison to 300 nmol taken up in the control condition. Genes encoding putative glucose/hexose transporters had lower transcript levels in the sorbic acid condition than in the control sample, apart from An05g01290. Glucokinase (An12g08610) is a high affinity glucose phosphorylating enzyme necessary for the activation of intracellular glucose and it plays an important role in the germination process especially in low glucose conditions (Fleck and Brock, 2010). The presence of this protein was detected in T5SA. Trehalose was completely catabolised within the first 0.5 h of germination, whereas in sorbic acid trehalose depletion took 1 h (Fig. 3A). Also, the transcript level of *treB* (An01g09290), encoding neutral trehalase, was higher in sorbic acid-treated conidia. The *facB* gene that encodes the main regulator of acetate metabolism was up-regulated by sorbic acid. the transcript level of *facA* (An04g05620) was also higher in sorbic acid and the FacA protein was detected in the T1SA proteome. Genes encoding acetyl-CoA acyltransferases (An16g09190, An02g03320) catalyzing the last step of β-oxidation were also induced by sorbic acid and proteins were present in the sorbic acid proteomes. Transcriptional activation of β-oxidation in *A. nidulans* is regulated by cutinase transcription factors, regulators of fatty acid catabolism (Hynes et al., 2006). The *A. niger* genome also contains homologous genes and transcript levels of An16g08980, An08g09490, An18g03930 and An01g13410 were elevated in the sorbic acid condition (Table 2).

Our transcriptome and proteome data showed that sorbic acid differentially regulated transcription of genes involved in plasma membrane remodeling and relevant proteins were also detected. Metabolism of ergosterol, was also affected by sorbic acid. Transcription of the sterol regulatory element binding protein SREBP encoded by *srbA* (An03g05170) that serves as a sterol-dependent oxygen sensor and sterol homeostasis in filamentous fungi (Willger et al., 2008) was up-regulated by sorbic acid. Sterol 24-C-methyltransferase, encoded by *erg6* in *A. fumigatus* catalyses conversion of lanosterol to eburicol and is involved in synthesis of secondary sterols. One of two putative *erg6* genes (An04g04210) was up-regulated by sorbic acid and its respective protein was detected in the 5 h sorbic acid proteome. *erg25* (An03g06410) encoding C-4 methyl sterol oxidase was also up-regulated by sorbic acid. Other genes involved in sterol metabolism had lower transcript levels in the sorbic acid condition.

## 4 Discussion

Fungal conidia are reproductive structures that are dispersed into the air in order to propagate the fungus. The key factor in a battle against fungal pathogenesis and spoilage is to understand their early development. It has been long believed that dormant conidia are metabolically inactive. While that is possibly true of dry conidia, we have shown for the first time that resting conidia in aqueous suspension are not completely dormant as they exhibit a low level of respiratory metabolism. This result is in contrast to the data of Taubitz et al. (2007) who detected no metabolic activity in suspended conidia of *A. fumigatus*. We calculated, however, that those authors may not have detected the O_2_ consumption over their chosen timescale with the numbers of conidia used (10× fewer than used here). Furthermore, it is possible that higher O_2_ uptake in comparison to CO_2_ efflux in dormant conidia might be associated with O_2_ being used by other metabolic pathways requiring oxygen, e.g. the synthesis of unsaturated fatty acids and sterols. Respiration (O_2_ uptake and CO_2_ efflux) and extra O_2_ uptake was completely inhibited in heat-killed conidia (data not shown). Viability of dormant conidia that came in contact with water decreased in comparison with those that stayed dry (unpublished results), possibly as a result of internal energy sources becoming depleted. Immediate O_2_ uptake, inhibition of respiration by cyanide and the presence of transcripts of electron transport genes suggest that dormant conidia are equipped with a functional electron transport chain. Difference spectrophotometry of the mitochondrial fraction of dormant spores of *Neurospora crassa* showed the presence of all cytochromes of the electron transport pathway (Stade and Brambl, 1981). The inhibitor of alternative oxidase, SHAM, did not have any effect on O_2_ uptake suggesting that alternative respiration is not active in dormancy. Nevertheless, expressed alternative oxidase was detected in dormant *A. niger* conidia but its activity wasn’t measured (Hattori et al., 2008).

As soon as resting conidia detected the availability of an external carbon source, trehalose metabolism was initiated. It was catabolised within 30 min and it correlated with the initial fermentation stage. It is probable that conidia use trehalose as a substrate for fermentation. Mannitol catabolism was also initiated at the breaking of dormancy (Novodvorska et al., 2013). It is not likely, however, that mannitol was metabolised by fermentation, as full respiration was detected at 25 min after initiation of germination but mannitol depletion continued for 2 h. Germinating conidia require a higher rate of respiration in comparison to resting conidia and, in order to achieve this, they need to increase the expression of proteins involved in respiration. It is possible that they take energy for this from fermentation, most likely by metabolism of trehalose. The reason why conidia might ferment trehalose remains an unanswered question but probably relates to fermentation being much simpler than respiration and a process that can be initiated more quickly. Around 20% of all yeast species have been reported to ferment trehalose (Barnett et al., 2000). Addition of SHAM to germinating conidia did not cause a drop in O_2_ uptake suggesting that alternative oxidase doesn’t operate at conidial outgrowth. The presence of cyanide completely stopped oxygen uptake, indicating electron flux via cytochrome *c*.

Uptake of glucose has been studied before (Hayer et al., 2013) in minimal media and it was detected at 75 min after initiation of germination. We detected that in complex media, glucose uptake was initiated at 60 min after triggering which suggests that the presence of other nutrients has an effect on the timing of transport of glucose into the conidia. Particular amino acids also serve as triggers of germination (Hayer et al., 2014). Signalling pathways that coordinate these processes are largely unknown, although a few key molecules have been identified in other *Aspergilli* (Lafon et al., 2005, Brown et al., 2015, De Assis et al., 2015). The GRCR pathway is also well conserved (Mah and Yu, 2006, Yu, 2006, Ogawa et al., 2010) although a G(γ) subunit homolog is not present in the genome of the strain of *A. niger* used here. PtcE phosphatase was discovered to be essential in glucose sensing and a mutant strain is unable to germinate on glucose in *A. nidulans* (De Assis et al., 2015). The homologous protein in *A. niger* was detected in the T1 proteome and there were high transcript levels in dormant conidia suggesting its role in glucose sensing. Hydrophobicity of conidia hindered the protein extraction and detection process which may explain the lower number of proteins detected in comparison with the number of transcripts, and that was most acute with T0 conidia (data not shown).

Inhibition of fungal membrane activities is one proposed underlying mechanism behind the strong growth inhibiting effect caused by sorbic acid (Stratford and Anslow, 1998) and inhibition of active transport was reported (Melin et al., 2008, Stratford et al., 2013). It was shown by *in vitro* studies that sorbic acid interacts with the plasma membrane, specifically with the phospholipid headgroups and partially reaches the hydrophobic core of the lipid bilayer (Chu et al., 2009). In order to maintain the integrity of the plasma membrane, expression of genes associated with ergosterol biosynthesis was adjusted in response to sorbic acid. Our data correlate with findings made in *Penicillium roqueforti* that potassium sorbate alters the composition of phospholipids, neutral lipids and sterols (Sergeeva et al., 2009). Impact of sorbic acid on the plasma membrane was also suggested in *Bacillus subtilis* (Ter Beek et al., 2008). SrbA acts as a transcriptional regulator of sterol biosynthesis in *A. fumigatus* (Willger et al., 2008) and its up-regulated transcription implies distorted ergosterol synthesis/homeostasis of conidia germinating in a sorbic acid environment. Increased expression of Erg6 suggests that *A. niger* modulates the ergosterol pathway by favouring ethyl sterols as a consequence of sorbic acid perturbation of the plasma membrane. The *erg25* gene, catalyzing C4-demethylation, had increased transcript levels implying that this may be a limiting step of ergosterol biosynthesis in the presence of sorbic acid. Possible inhibition of oxygen flux through the plasma and mitochondrial membranes by sorbic acid may have delayed the onset of respiration allowing continued fermentation. This hypothesis is also supported by lower expression levels of proton pumps in comparison to the control condition. Also, some GO terms related to respiration were missing from the up-regulated set of genes (T0-T1SA). We have unpublished evidence that sorbic acid distorts production of cellular energy (ATP) in germinating conidia and that may be the consequence of prolonged fermentation and delayed onset of respiration. Glucokinase is an enzyme necessary for the activation of intracellular glucose. Increased transcription of the gene encoding glucokinase and the presence of protein in the T5SA proteome probably indicates a response to lowered levels of glucose inside the cell most likely caused by deficient glucose uptake and/or trehalose catabolism.

We report for the first time that dormant conidia suspended in an aqueous environment are not metabolically inactive as they exhibit respiratory metabolism. Spore germination initiated fermentation and was quickly replaced by respiratory metabolism. Additionally, sorbic acid, as a membrane-active compound, restricted the uptake of glucose and delayedg the catabolism of trehalose. Also, the fermentation phase was prolonged and initiation of respiration was delayed.

## Figures and Tables

**Fig. 1:**
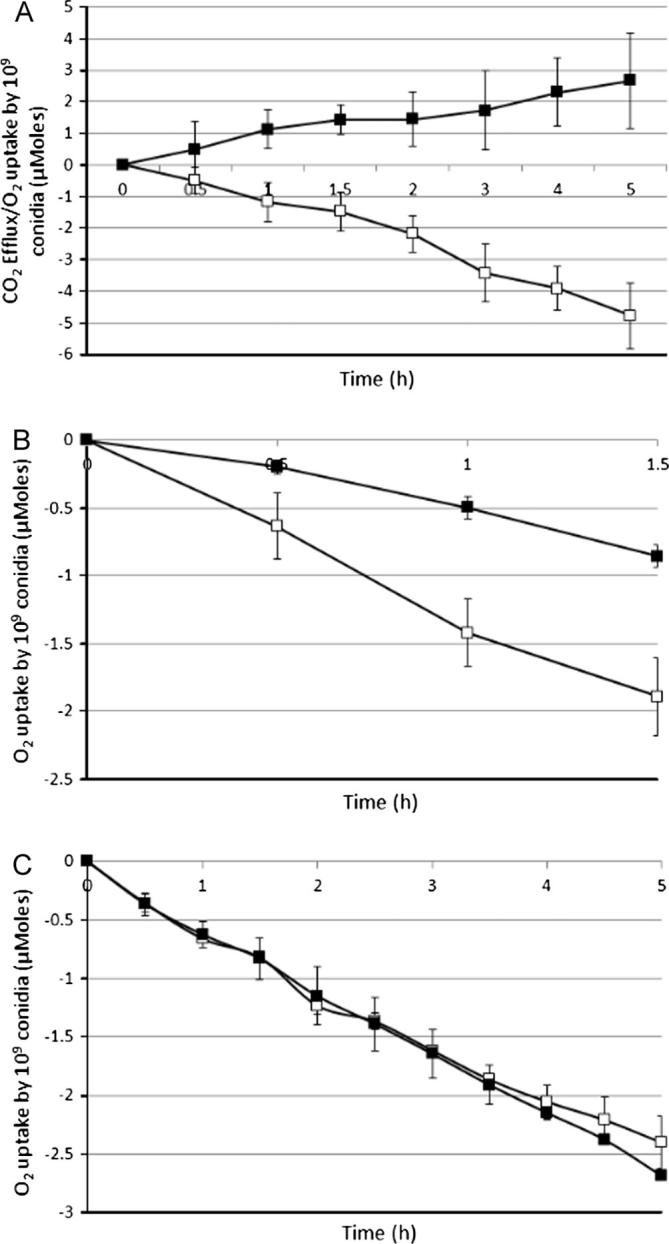
O_2_ uptake and CO_2_ efflux by dormant conidia in water at 28 °C. The means and standard deviations of duplicate samples are shown. (A) O_2_ uptake (open squares) and CO_2_ efflux (closed squares) over the period of 5 h. (B) O_2_ uptake in the presence (closed squares) and absence (open squares) of cyanide over the period of 1.5 h. (C) O_2_ uptake in the presence (closed squares) and absence (open squares) of SHAM over the period of 5 h.

**Fig. 2:**
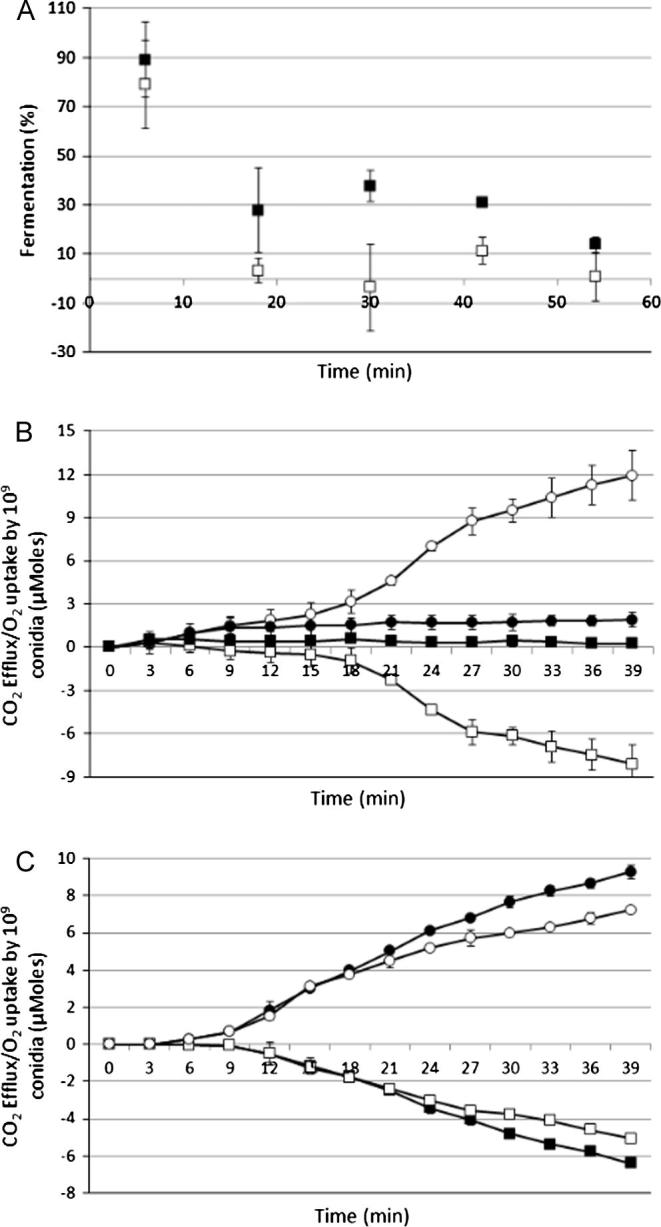
O_2_ uptake and CO_2_ efflux by 10^9^ conidia at 28 °C. The means and standard deviations of duplicate samples are shown. (A) Percentage of total CO_2_ efflux from fermentation in the presence (closed squares) and absence (open squares) of sorbic acid over the period of 54 min of germination. (B) O_2_ uptake (open squares) and CO_2_ efflux (open circles) by 10^9^ conidia without and with cyanide (closed squares, closed circles) over the first 39 min of germination. (C) O_2_ uptake (open squares) and CO_2_ efflux (open circles) by 10^9^ conidia without and with SHAM (closed squares, closed circles) over the first 39 min of germination.

**Fig. 3:**
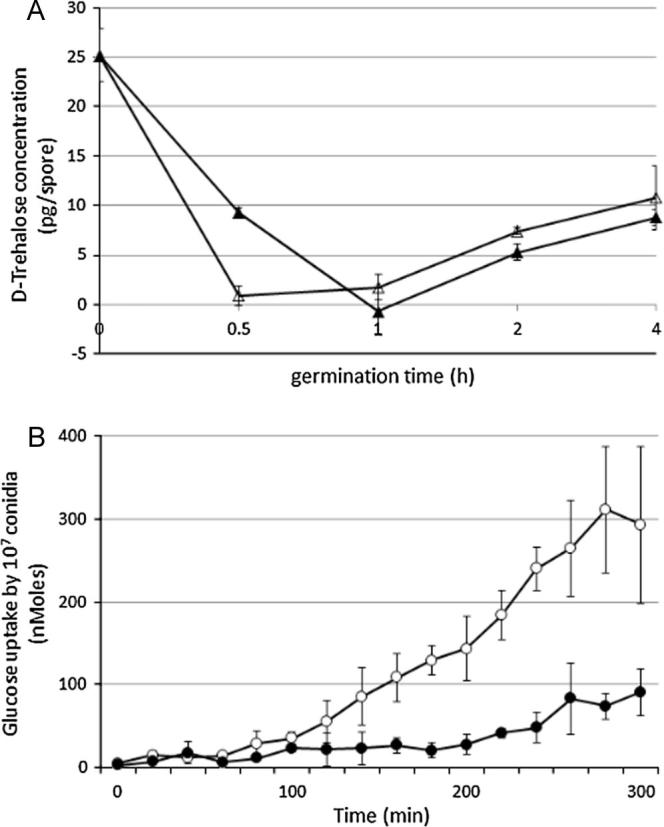
(A) d-Trehalose levels in conidia over 4 h of germination at 28 °C in the absence (open triangles) and presence (closed triangles) of sorbic acid. The means and standard deviations of duplicate samples are shown. (B) Uptake of d-[U-^14^C]glucose over the period of 5 h by 10^7^ conidia at 28 °C in the presence (closed circles) and absence (open circles) of sorbic acid. The means and standard deviations of duplicate samples are shown.

**Fig. 4:**
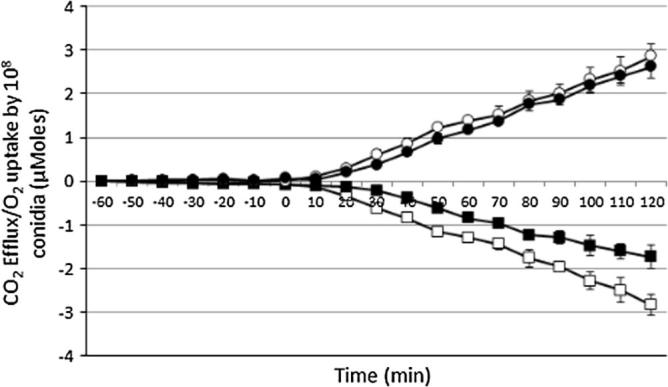
O_2_ uptake (open squares) and CO_2_ efflux (open circles) by 10^8^ conidia without and with sorbic acid (closed squares, closed circles) over the period of 120 min of germination at 28 °C. The means and standard deviations of duplicate samples are shown. ACM ± sorbic acid was added into conidia resuspended in water at time 0.

**Table 1:** Selection of genes with changed transcript levels at T1 (1 h after germination) in comparison to T0 (dormant conidia). RPKM is defined in Section 2.

Gene	T0 RPKM	T1 RPKM	Verified/putative function
An11g04810	3.1	94.8	Alternative oxidase, *aox1*
An01g09290	85.1	17.6	Neutral trehalase, *treB*^a^
An02g03540	15.8	489.9	Low affinity glucose transporter, *mstE*
An15g03940	4.0	336.7	Monosaccharide transporter
An05g01290	2.8	324.2	Monosaccharide transporter
An16g08940	5.1	118.8	Monosaccharide transporter
An02g01270	1.6	25.8	Monosaccharide transporter
An12g07450	1.6	9.5	High affinity sugar/H + symporter, *mstA*
An02g01560	0.1	1.4	GPCR
An09g06510	6.1	2.8	GPCR
An08g04110	1.4	4.8	GPCR
An07g09280	4.7	17.4	GPCR
An01g00400	0.8	1.2	GPCR
An08g06130	8.6	89.2	GTP-binding protein α subunit, *fadA*
An02g08000	5.2	3.3	GTP-binding protein α subunit, *ganA*
An18g02090	12.0	35.4	GTP-binding protei β subunit, *sfaD*
An02g03160	2.2	47.9	*flbA,* RGS protein
An18g06110	2.6	11.4	*rgsA,* RGS protein
An01g03700	2.5	17.7	Regulating carbon source dependent germination, *psrA*
An01g14160	4.9	21.5	Regulating carbon source dependent germination, *ptcD*
An02g06630	2.0	6.3	Regulating carbon source dependent germination, *ptpB*
An07g07110	6.2	4.7	Regulating carbon source dependent germination, *mgsA*
An18g05890	12.7	2.1	Regulating carbon source dependent germination, *ptcE*^a^

a Protein detected in T1 proteome.

**Table 2:** Selection of genes with changed transcript levels as a consequence of sorbic acid presence (T1SA) in comparison with non-sorbic acid condition (T1) and presence of associated protein. RPKM is defined in Section 2.

Gene	T1 RPKM	T1SA RPKM	Putative/verified function lipid/fatty acid catabolism	Presence of protein
An16g09190	145.5	102.2	Acetyl-CoA C-acyltransferase	T1SA
An02g03320	20.5	53.0	Acetyl-CoA C-acyltransferase	T5SA
An01g12960	7.7	11.8	Butyryl-CoA dehydrogenase	T5SA
An03g03360	16.8	15.3	Carnitine/acyl carnitine carrier, *acuH*	T5SA
An16g08980	5.7	104.9	Cutinase transcription factor, *farB*	
An08g09490	2.4	87.0	Cutinase transcription factor	
An18g03930	26.9	50.9	Cutinase transcription factor	
An01g13410	9.9	43.2	Cutinase transcription factor	
An16g07110	39.6	242.5	Acetyl-CoA hydrolase	T1, T1SA, T5SA
An08g06580	42.3	145.5	Acetate regulatory protein *facB*	
An04g05620	17.2	23.2	Acetyl-CoA synthase, *facA*	T1SA
An16g05340	5.3	8.1	Enoyl reductase	T5SA

			Plasma membrane remodeling	
An09g01240	12.6	80.8	Lysophospholipase	T1SA
An04g03830	0.5	2.0	GPI-anchored cell wall protein	T5SA
An01g00050	197.3	85.9	Fatty acid metabolism	T1, T1SA, T5SA
An04g04210	6.4	862.7	δ-24-sterol-C-methyltransferase, *erg6*	T5SA
An03g06410	1.8	10.4	C-4 methyl sterol oxidase, *erg25*	
An03g05170	31.2	109.9	SREBP, *srbA*

# Supplementary material for: Metabolic activity in dormant conidia of Aspergillus niger and developmental changes during conidial outgrowth
**Source:** Fungal Genet Biol. 2016 Sep;94:23–31. doi: 10.1016/j.fgb.2016.07.002

T0-T1 up-regulated (trancriptome)

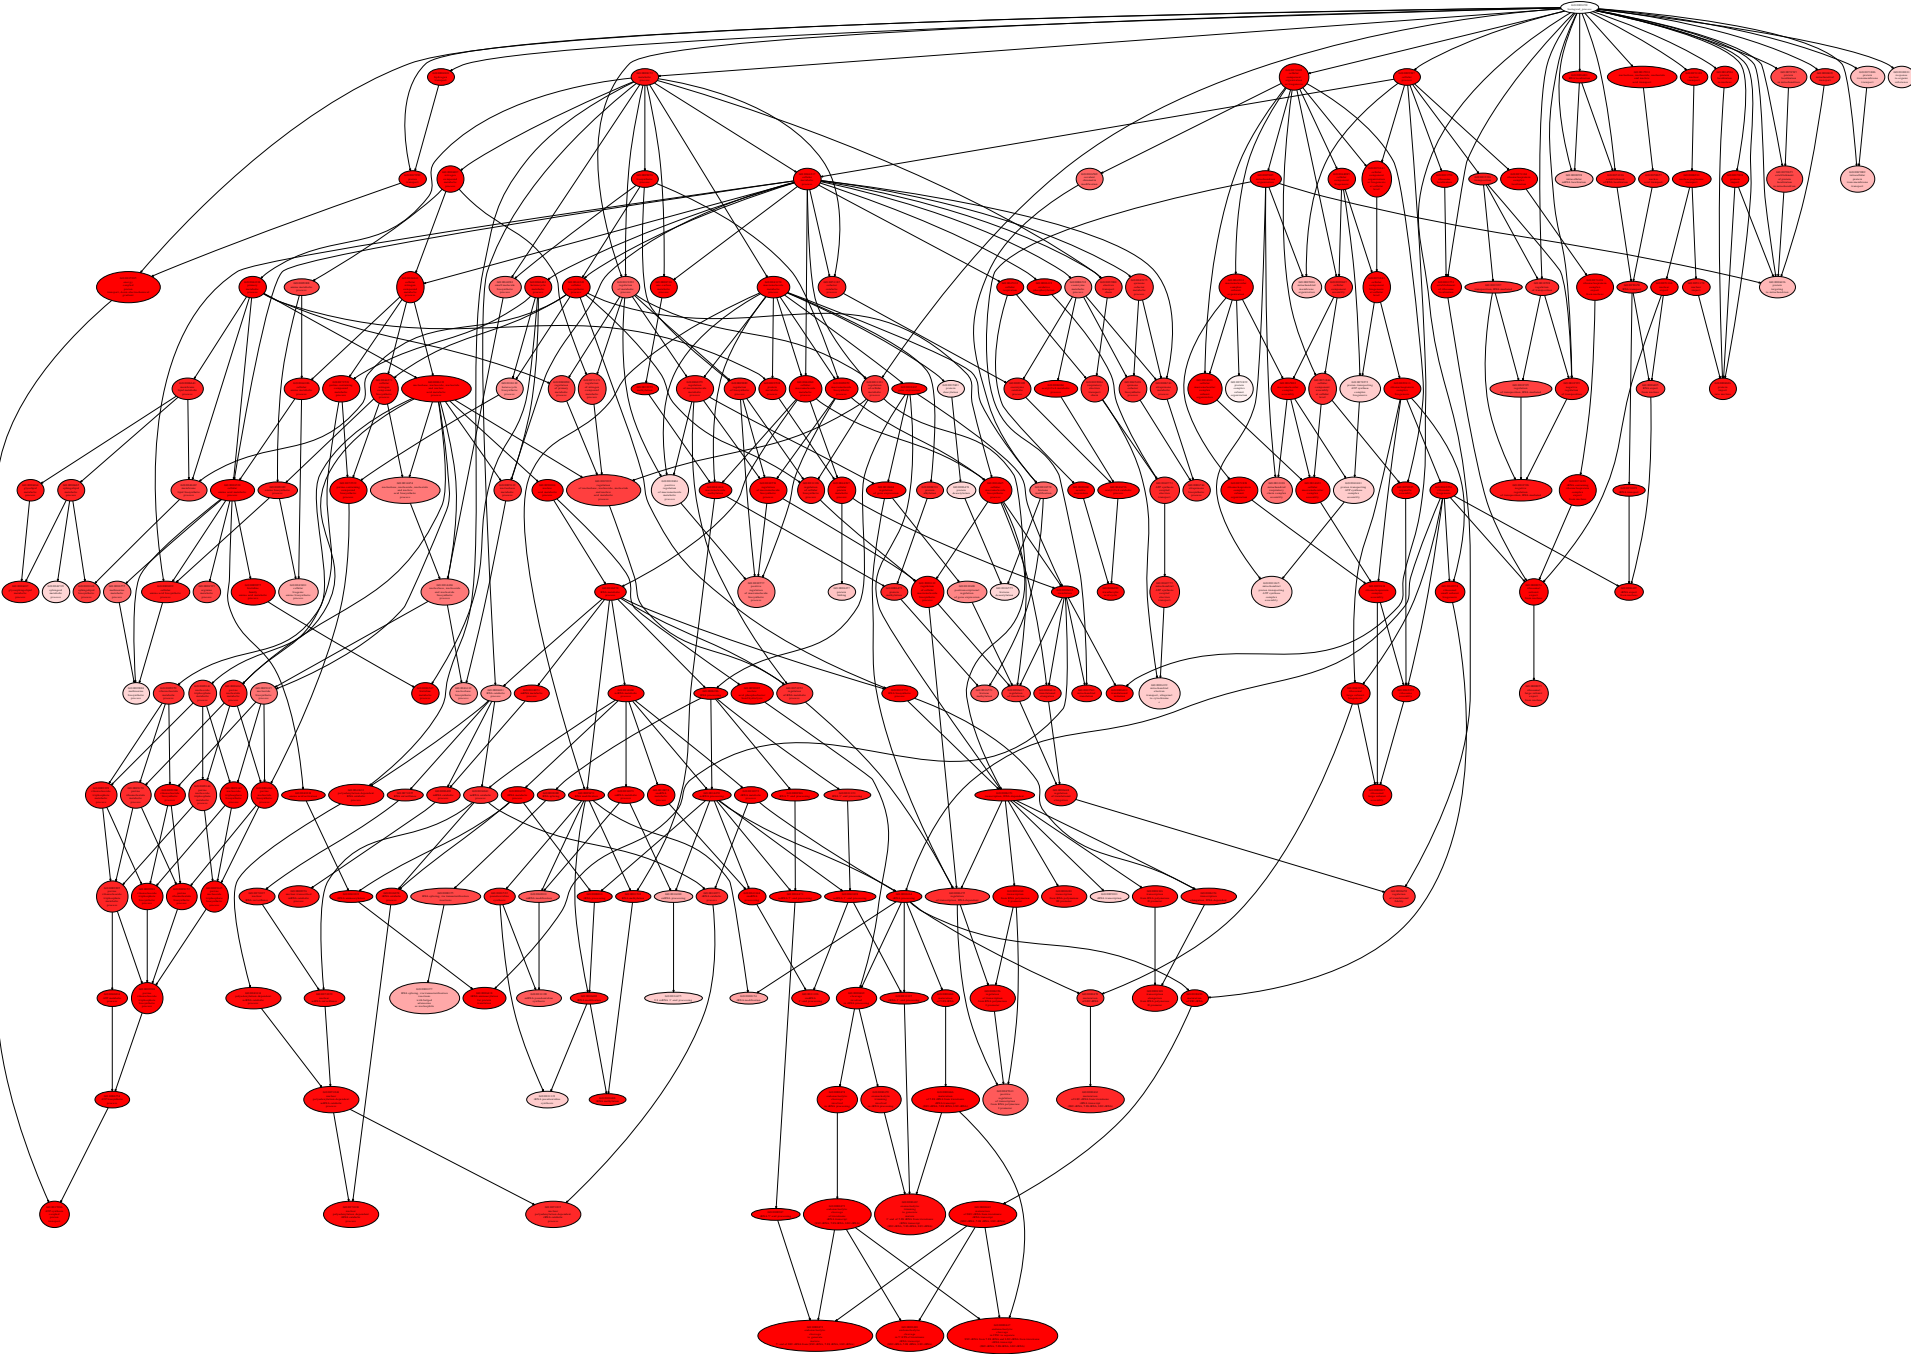

T0-T1 down-regulated (transcriptome)

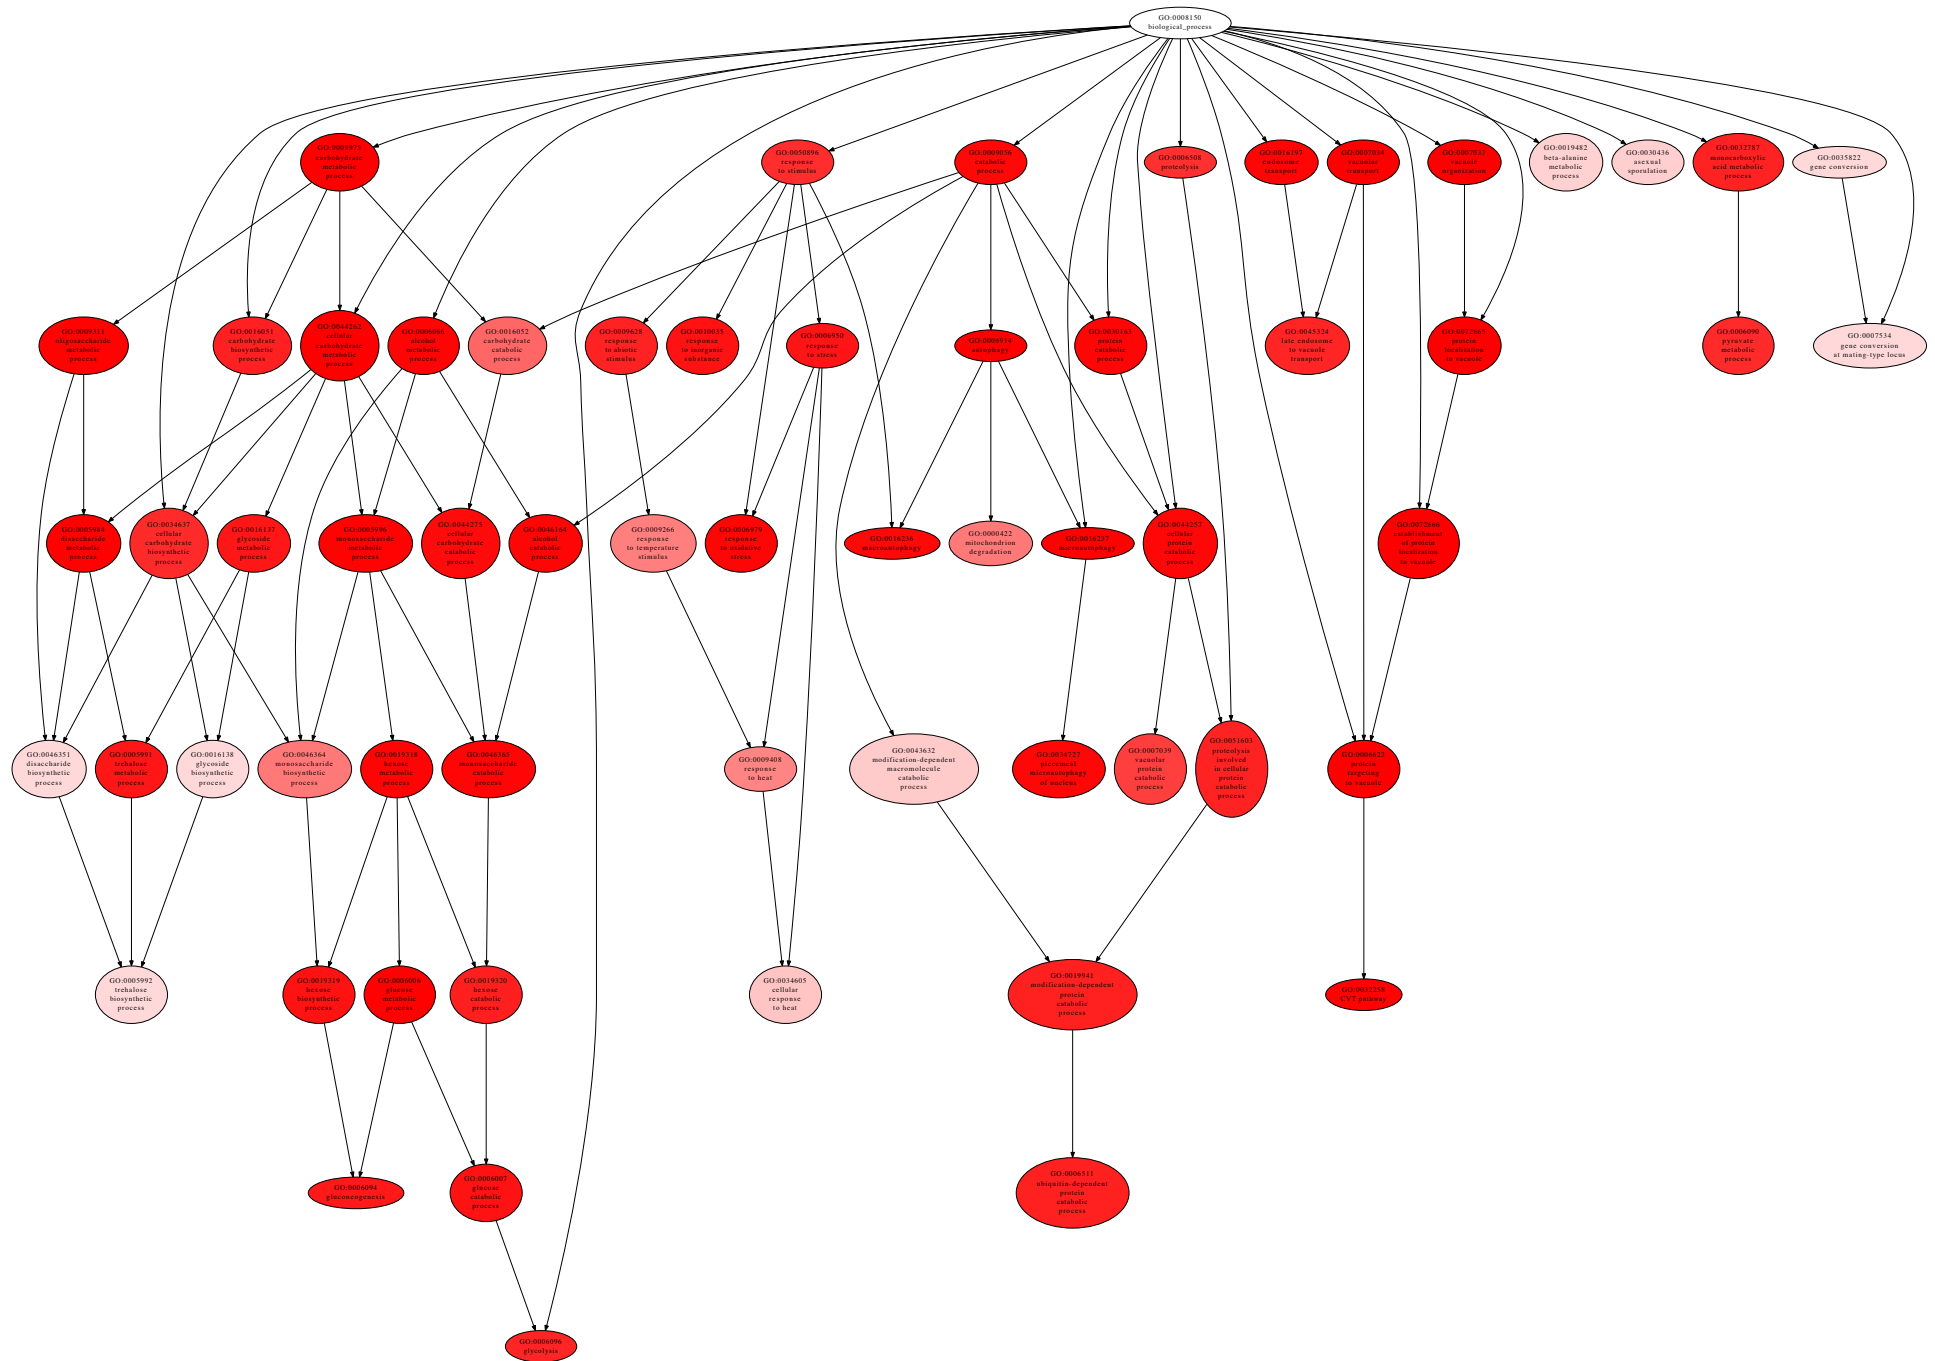

T0-T1SA up-regulated (transcriptome)

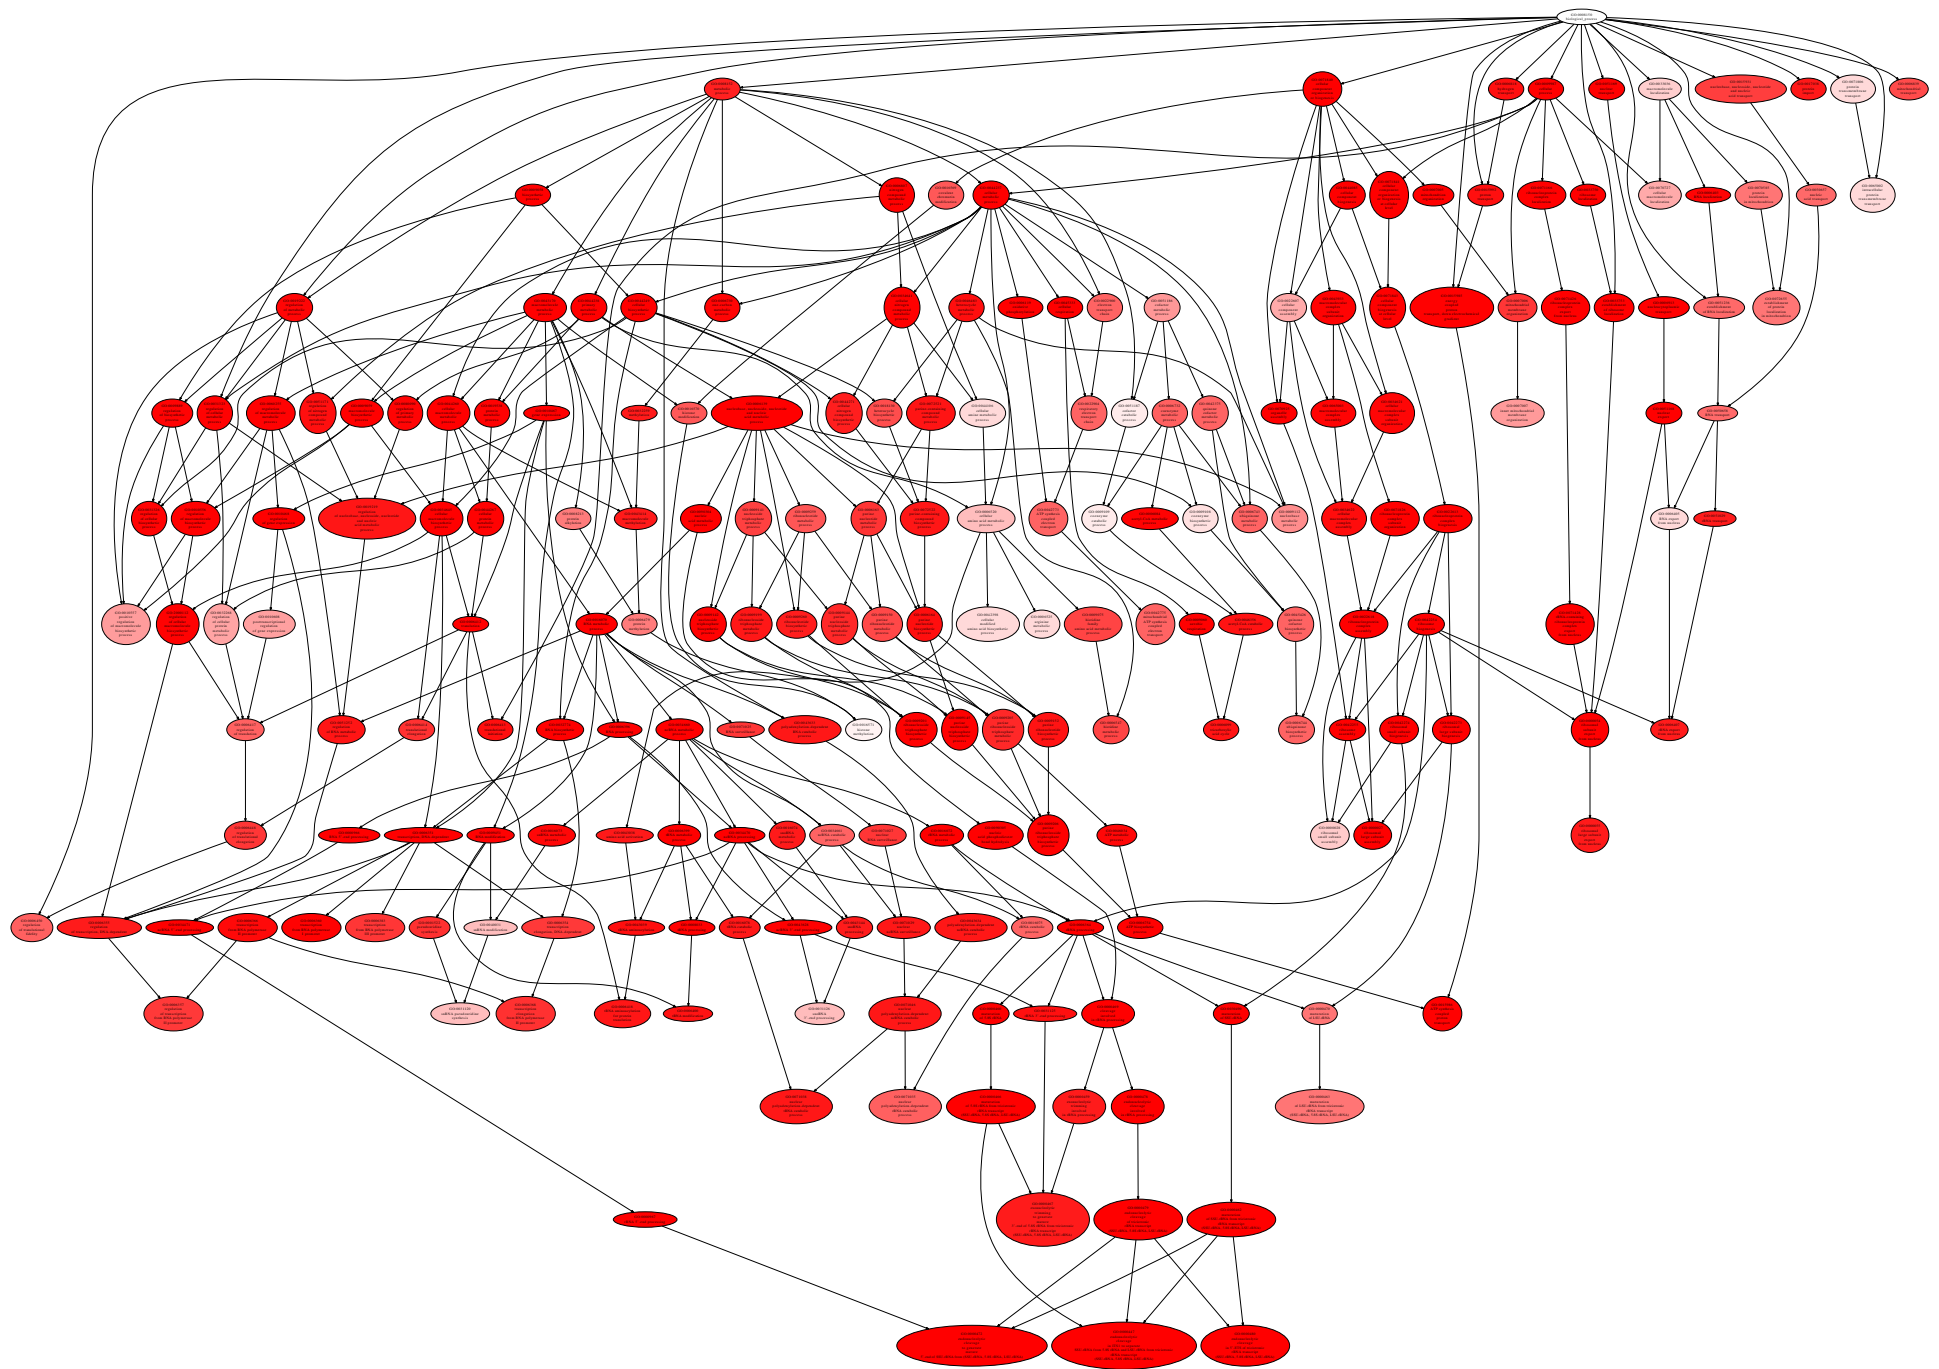

T0-T1SA down-regulated (trancriptome)

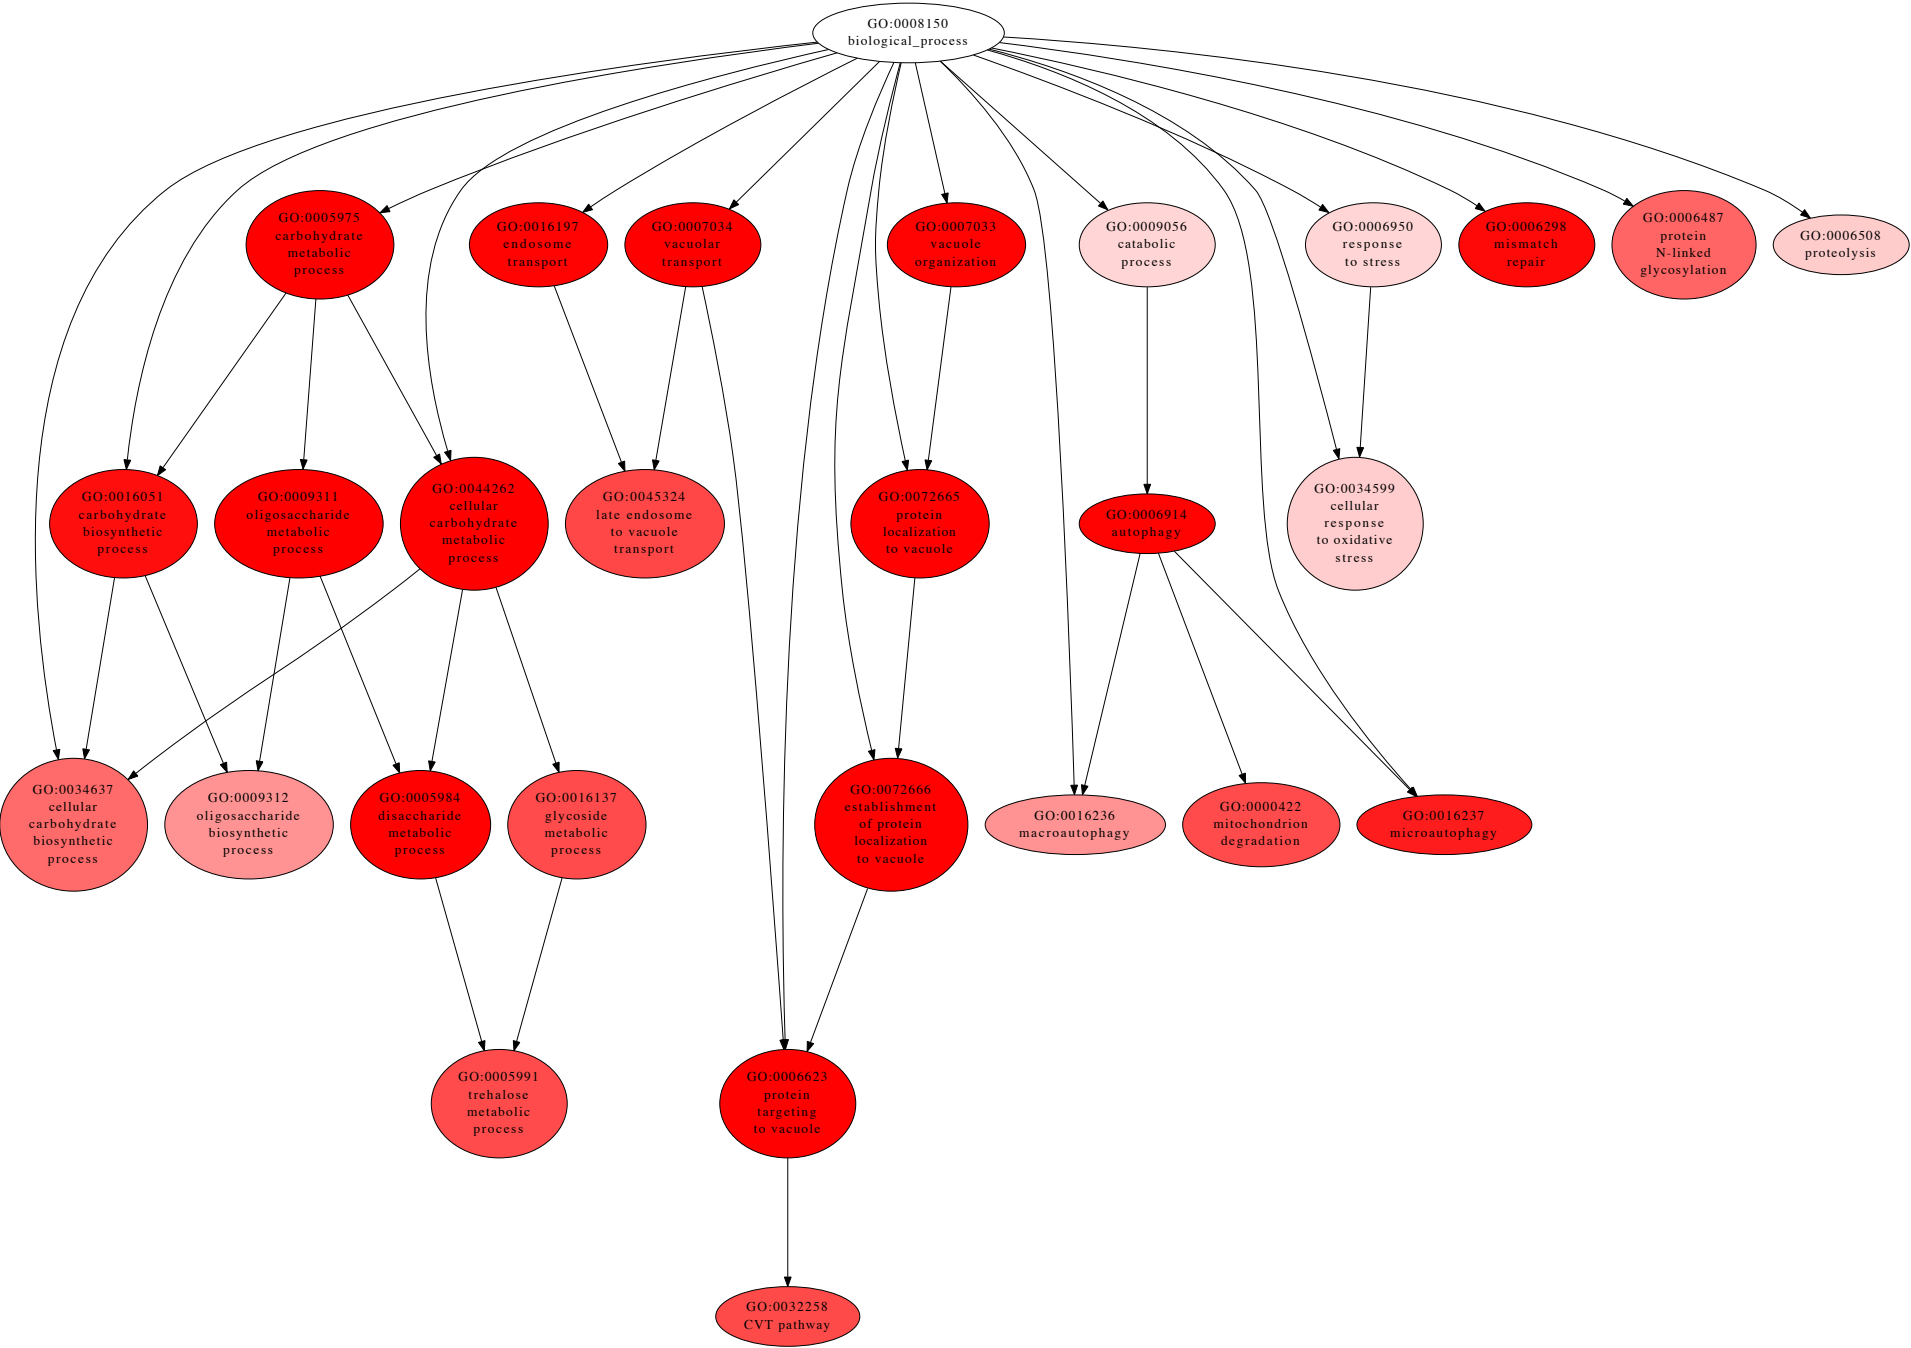

T1-T1SA up-regulated (transcriptome)

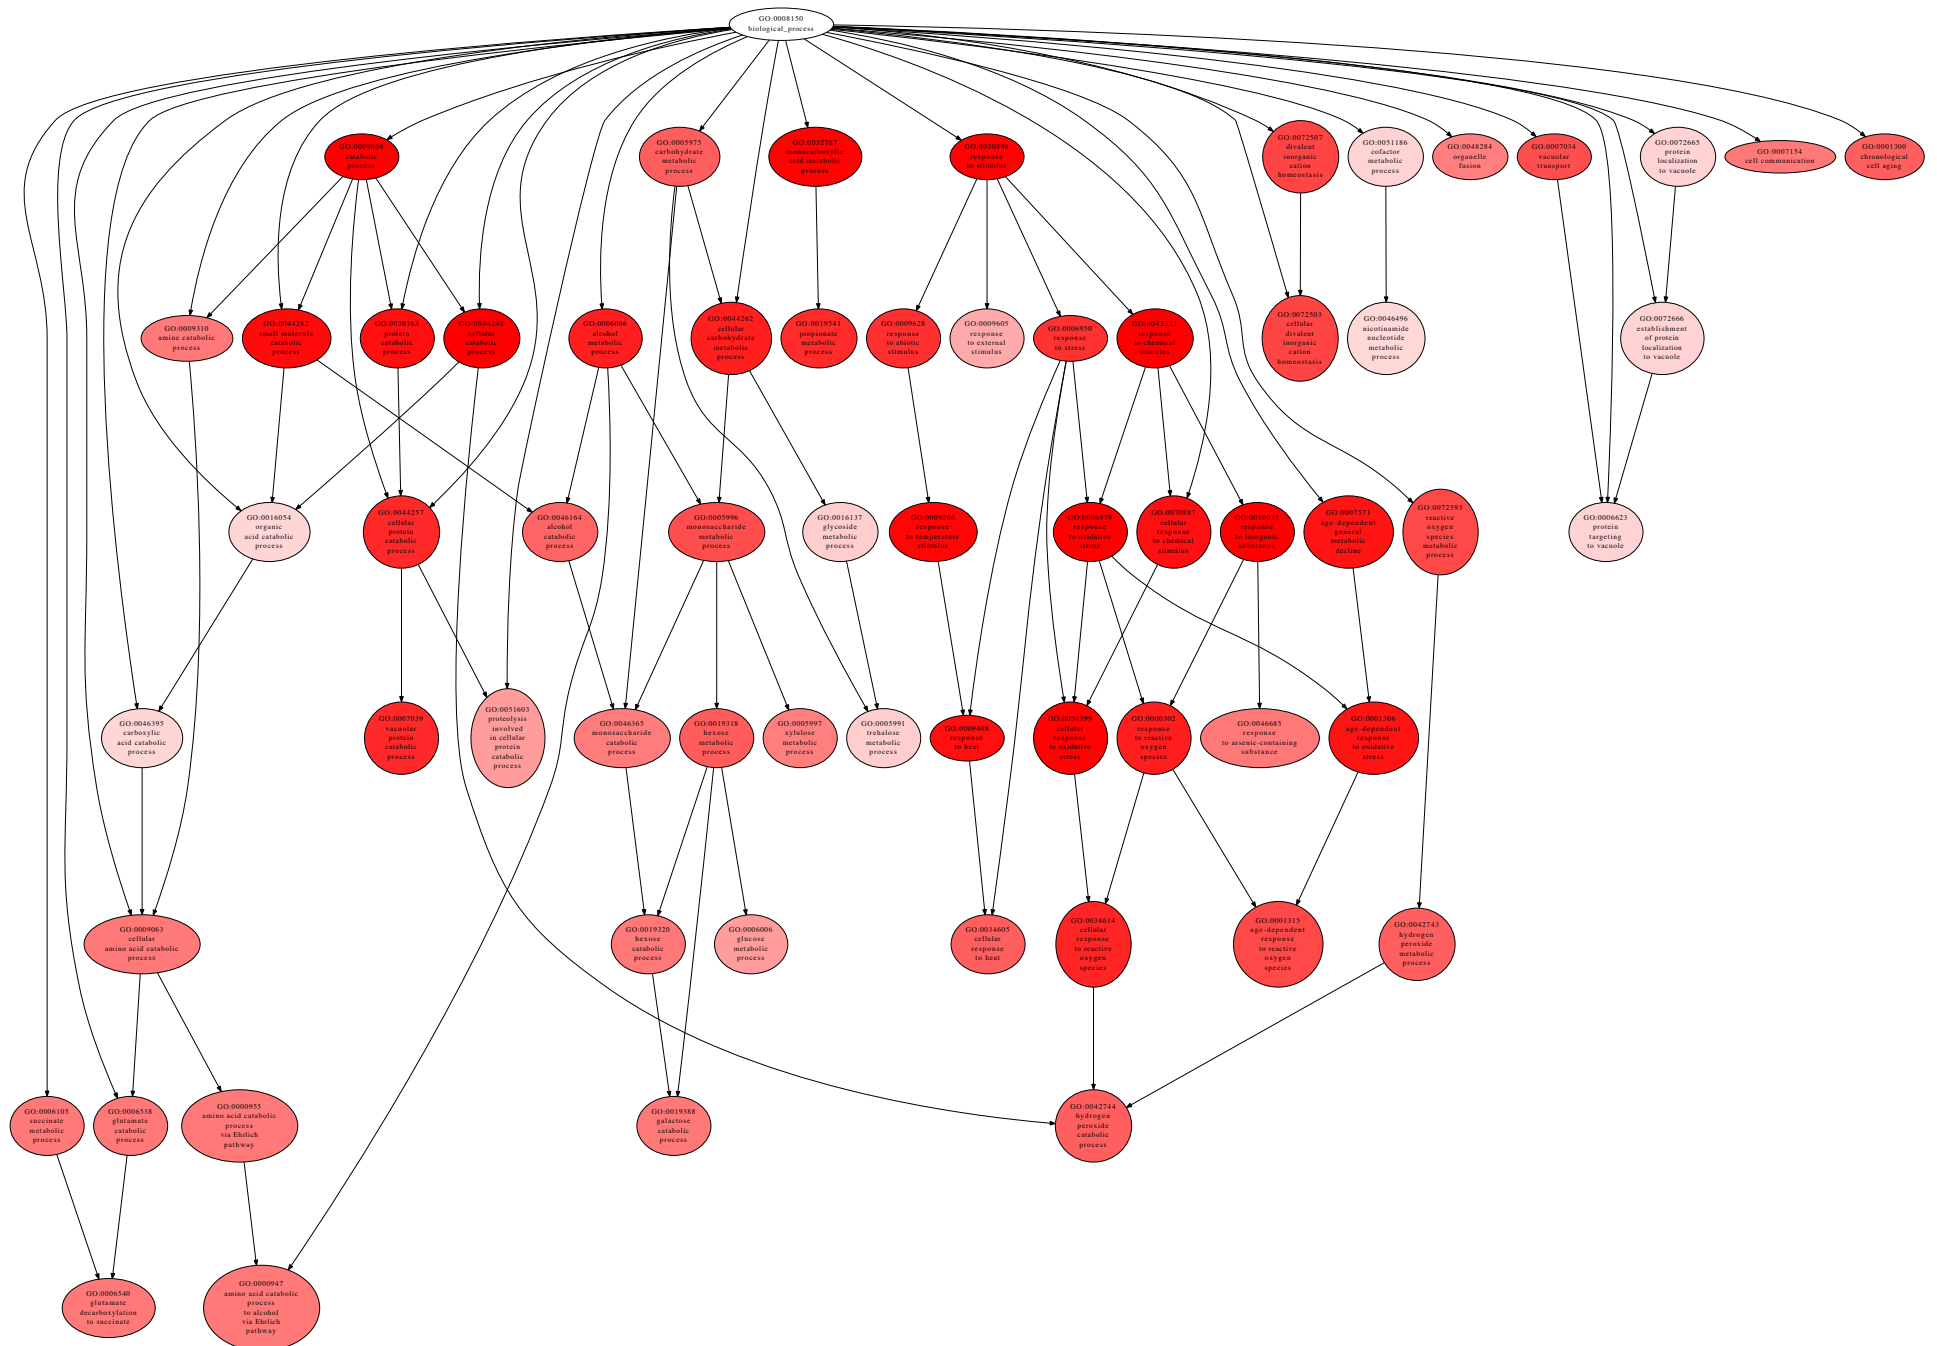

T1-T1SA down-regulated (transcriptome)

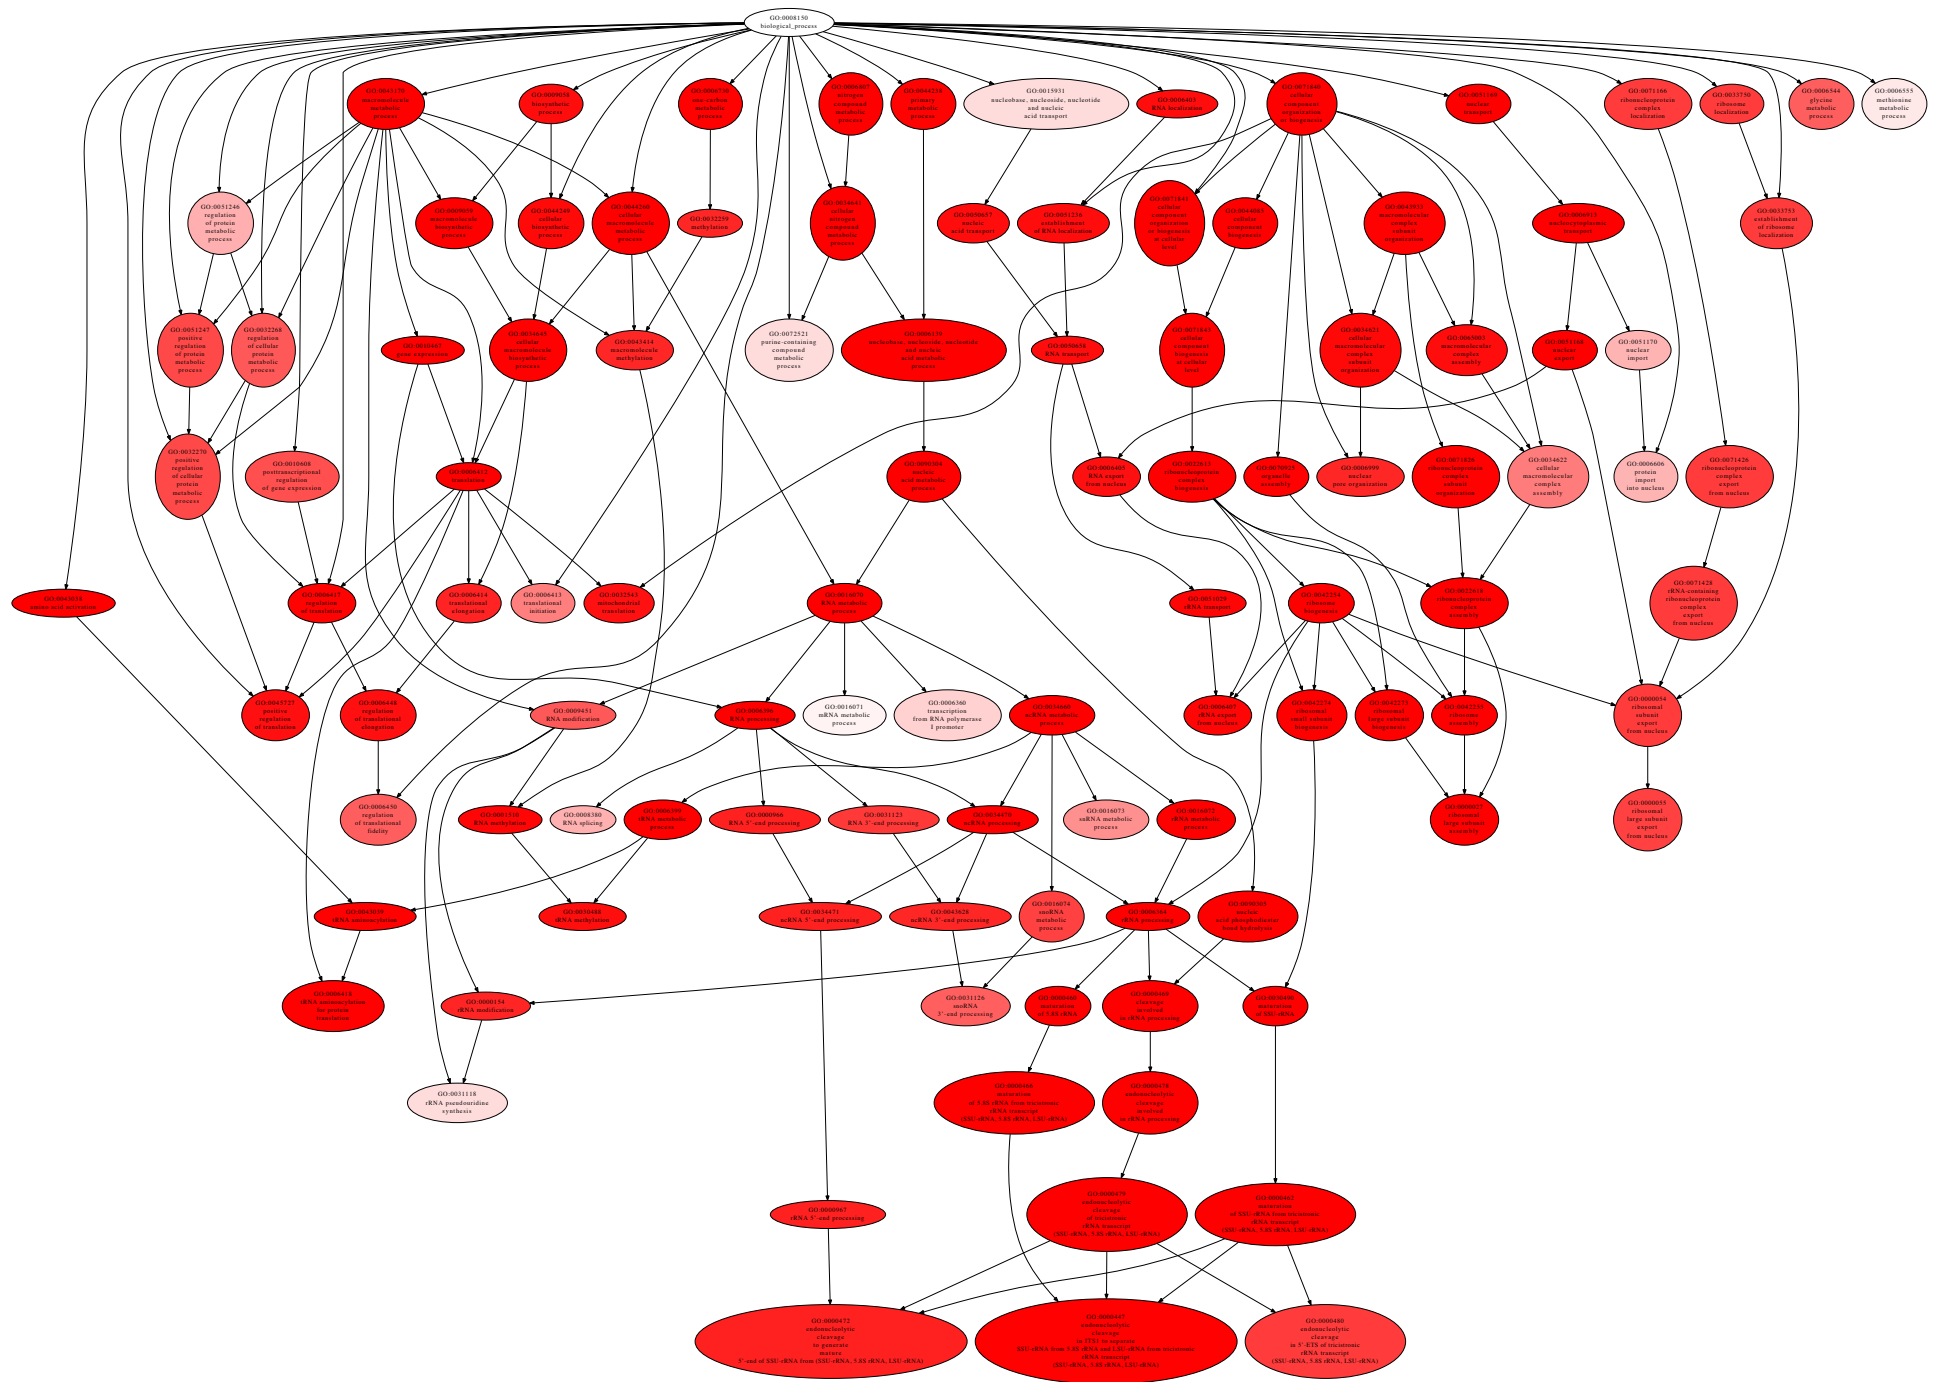

T1 (proteome)

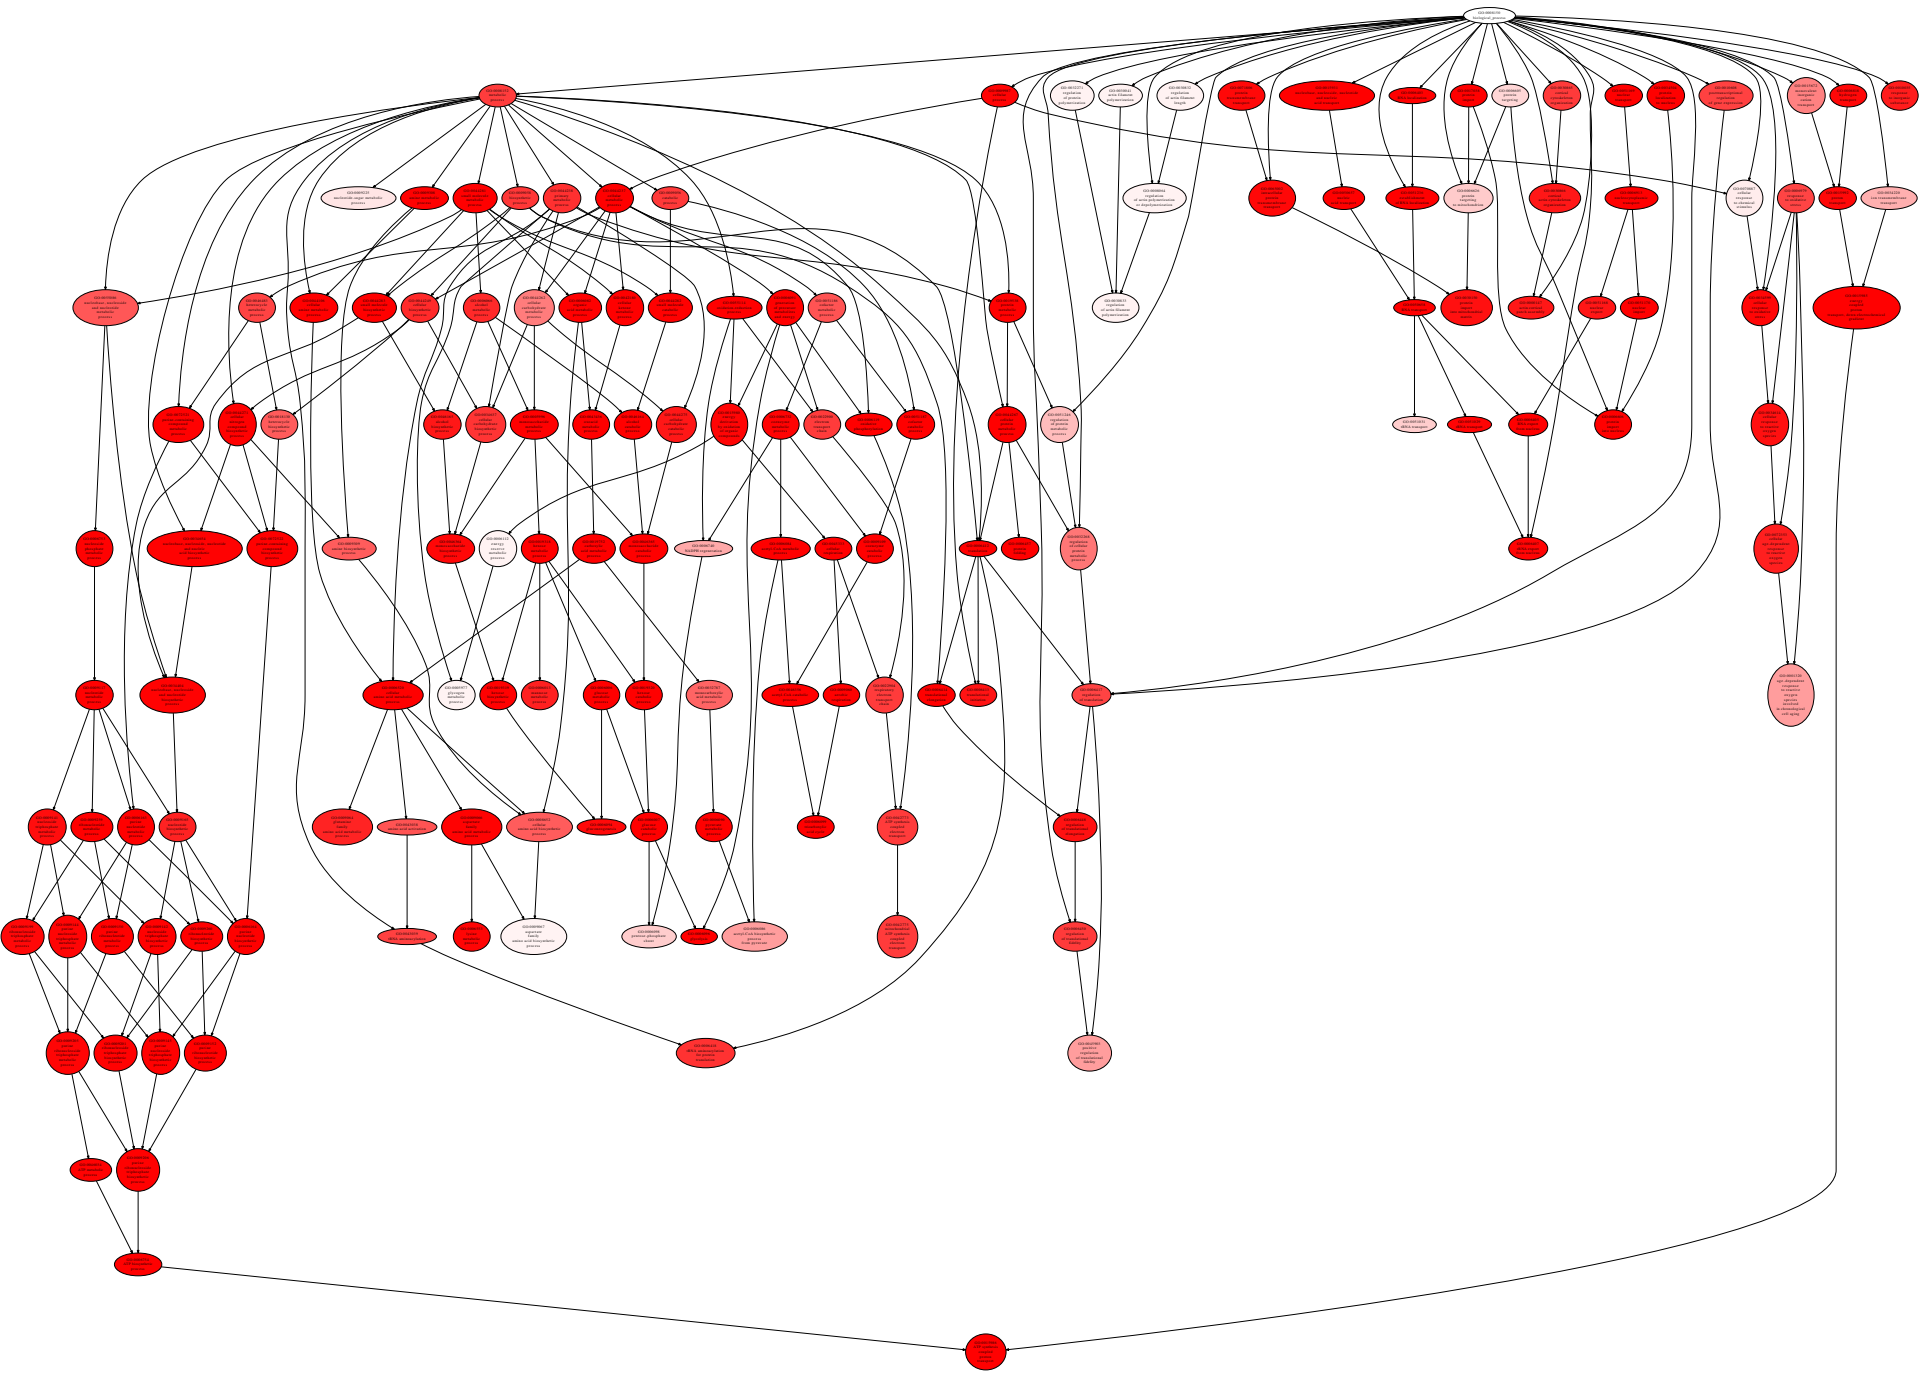

T1SA (proteome)

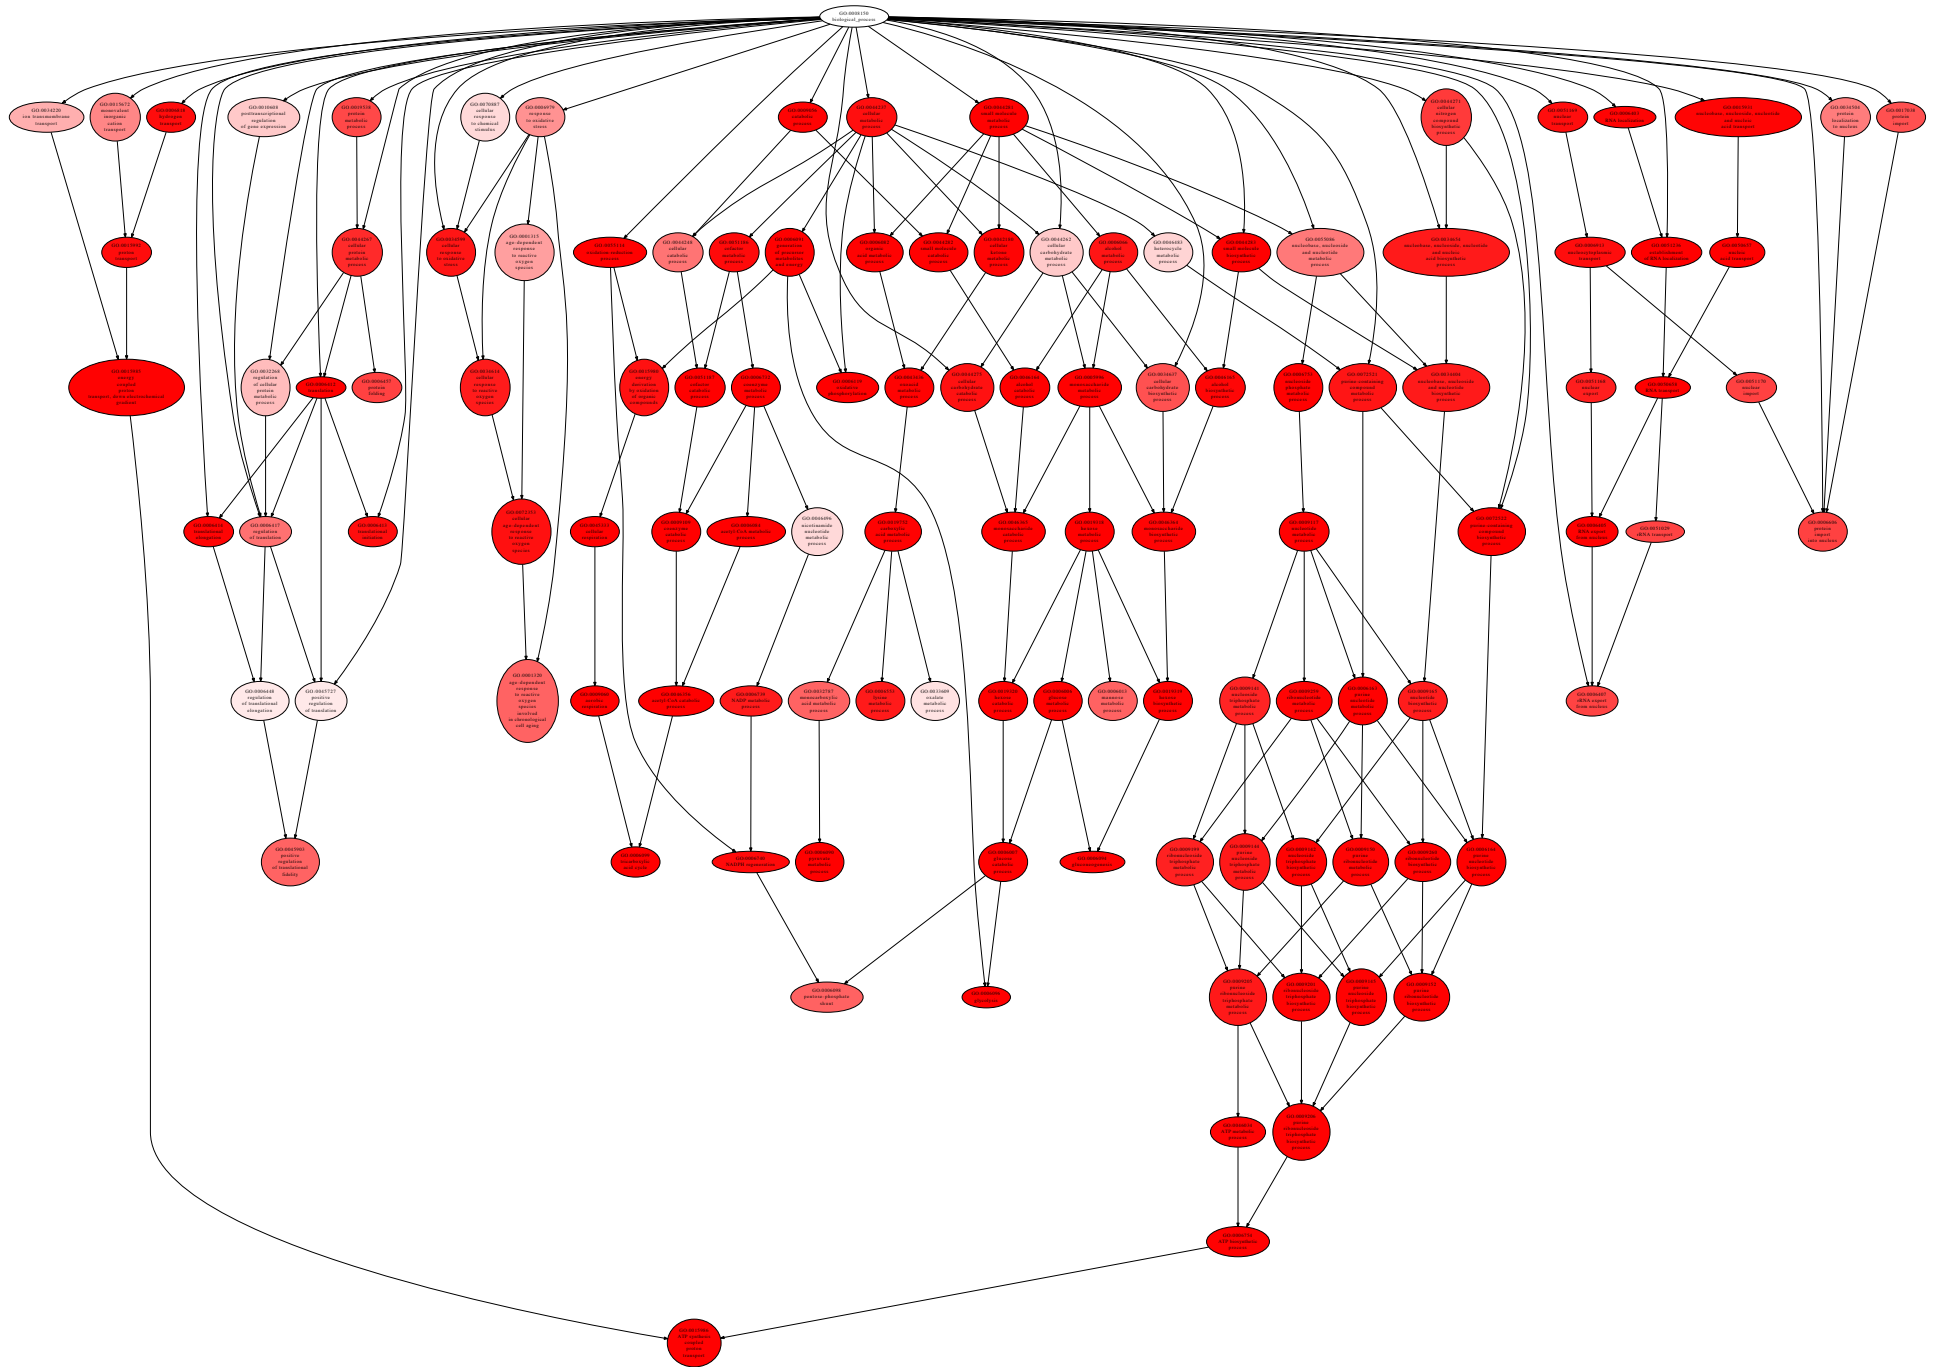

T5 (proteome)

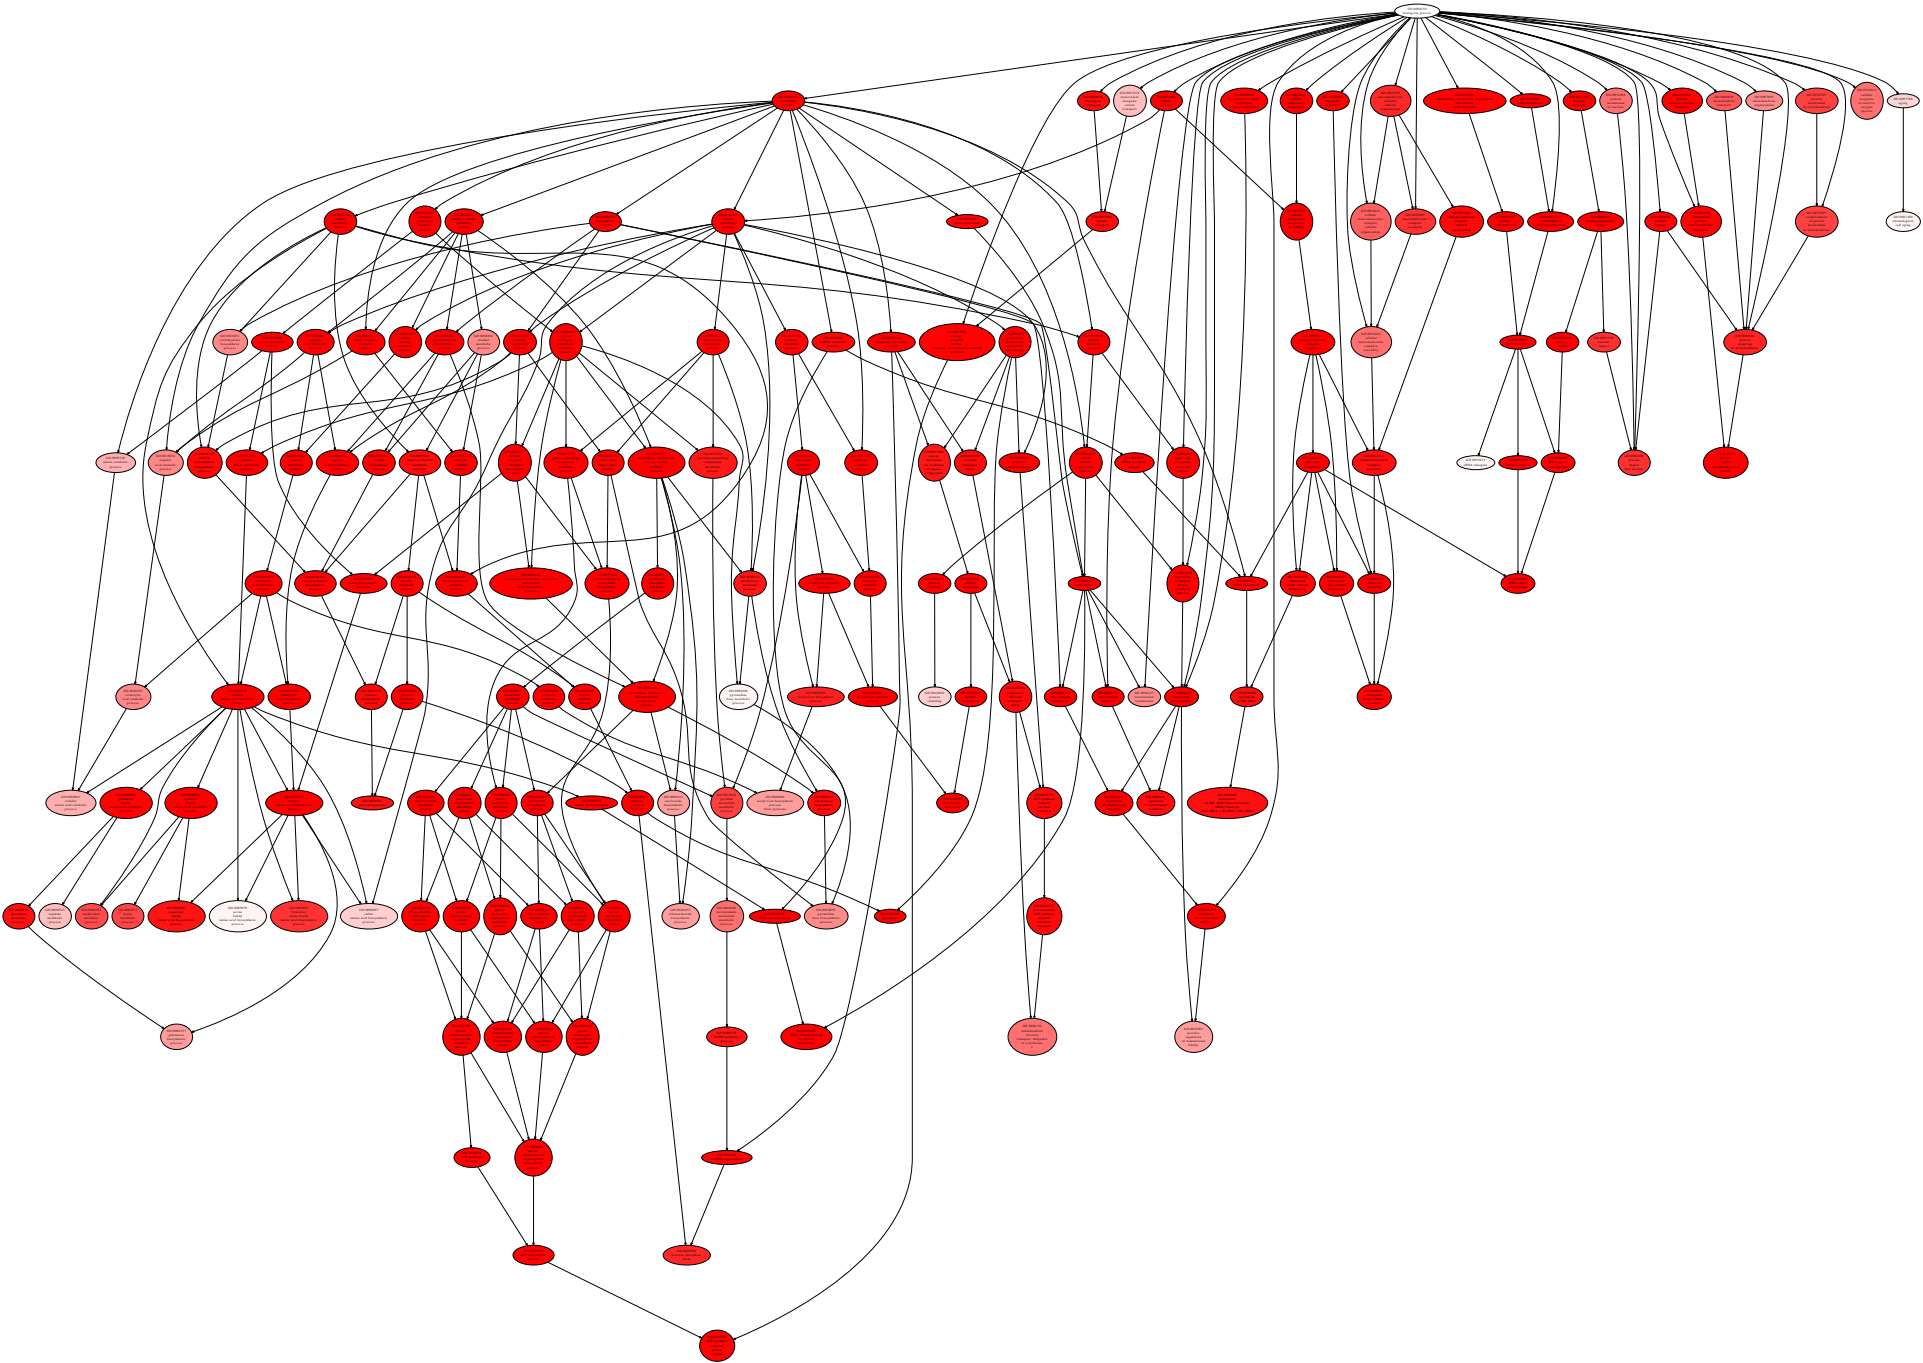

# T5SA (proteome)

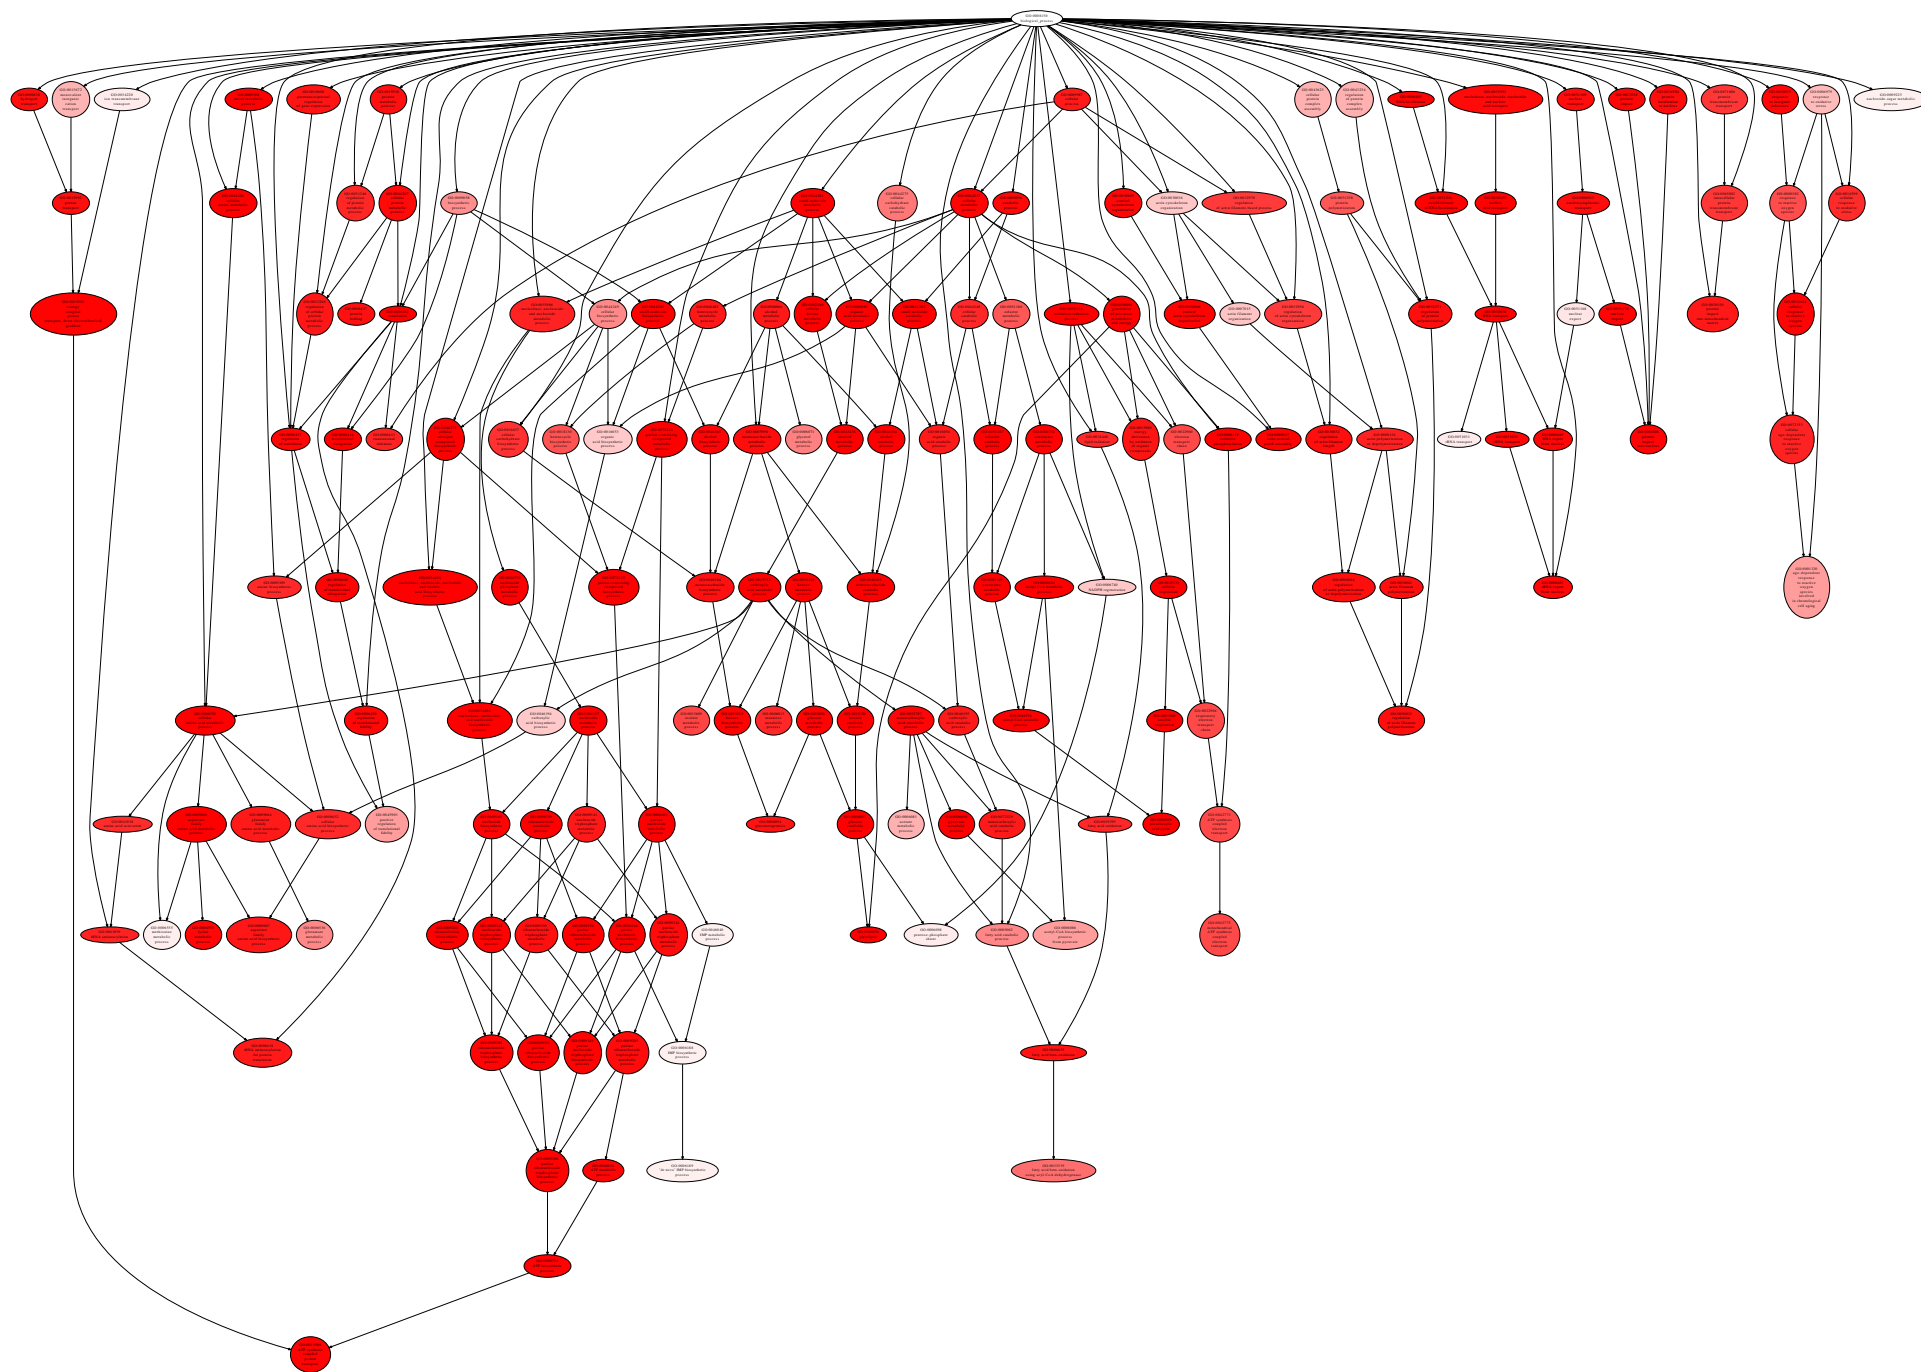

**Supplement:** Supplementary data 5

How the deposited data were processed for this re-analysis (not part of the article)

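RNA was measured in 6 libraries, 2 biological replicates (A and B) each of dormant conidia (T0), conidia germinated for 1 h (T1) and conidia germinated for 1 h with 1 mM sorbic acid (T1SA). The assignment of libraries to conditions was taken from the titles and source names of the samples and the Materials and methods. The treatment label of the samples names sorbic acid for all 6 libraries, T0 and T1 included, and was not used. The proteome, the manometry and the T5 and T5SA conditions were not analysed here.

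The authors depleted ribosomal RNA, sequenced on a SOLiD instrument, filtered reads against adaptor and rRNA sequences, mapped them with LifeScope and counted reads per gene with HTSeq-count at a mapping quality of at least 20. They deposited counts per gene model as whole numbers without normalization. The authors also deposited RPKM values from a custom script. Recomputed from each count, the length of the gene model and the total mapped reads given for the library, the RPKM values were the same to within rounding, so that they are relative to all mapped reads and not to the reads counted on gene models. The paper names an A. niger genome with AspGD annotation. The deposited values name no build, and their 15431 gene models have no An numbers. Of these names, 0 were found in the supplementary files and 0 among the 14404 genes of the RefSeq assembly ASM285v2. The T1 and T0 RPKM pairs of the first supplementary file, of which 1758 had both values over 1, were also compared with the deposited ones without using names. Within a tolerance of 1%, 122 pairs had a match, against 102 to 145 after shuffling the T1 values in 20 draws, so that values could not stand in for names either. It was therefore not established that the deposited counts are those from which the paper's values were drawn. For this reason no value is given for single An numbers, for GO categories or for the genes of detected proteins. Gene models that overlap or are near-identical could share reads, which was not examined.

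Counts were analysed in R 4.3.3 with edgeR 4.0.16. Gene models were kept by the function filterByExpr with the 3 conditions as groups, which left 9523. Library sizes were scaled by TMM, with factors of 1.57 and 1.67 at T0, 0.834 and 0.738 at T1 and 0.778 and 0.795 at T1SA. The quasi-likelihood test was run for T1 against T0, T1SA against T1 and T1SA against T0 from a fit of all 6 libraries, since 2 replicates per condition leave few degrees of freedom. The common dispersion was 0.0718, a biological coefficient of variation of 26.8%. P-values were adjusted by the method of Benjamini and Hochberg within each comparison, and a gene was called at an adjusted p at or under 0.05, as in the paper. Standard errors are the size of the log2 fold change divided by the square root of the F statistic, and none is given where a condition had no counts. Where both libraries of a condition had 3 counts or fewer, the fold was computed against 3 counts and is a lower bound. No replicate block was used, since the methods of the paper name none.

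Between 5514124 and 13573314 reads per library were counted on gene models, and gene models with 3 counts or fewer numbered from 4880 in T0 replicate A to 7108 in T1SA replicate A. For gene models with many counts the variation between replicates, and not the depth, limits the precision. The test was checked on simulated data, with counts drawn for 9523 gene models from the means, dispersions and library sizes of the data and 200 of them changed 4-fold. It recovered 130 of the 200 (65%) and called 9 unchanged genes among 139 calls. DESeq2 1.42.0 recovered 127 with 13 unchanged genes among its 140 calls, and limma 3.58.1 on log2(RPKM + 1) recovered 110 with 10 unchanged genes among 120 calls. Far more genes were called in the data, 7090 between T0 and T1, which makes the adjustment of p less strict. The recovery in the check is therefore not that in the data.

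Before the data were examined, the following alternatives were set. They were DESeq2 (the successor of the tool the paper used), RLE, upper quartile or no scaling factors in place of TMM, no filter on low counts, a filter of at least 10 counts in every library, a fit of only the 2 conditions compared, a replicate block, limma on log2(RPKM + 1) and log2(RPKM + 0.1), an adjusted p at or under 0.01, and a 2-fold minimum change. For the RPKM at T1 they were a threshold of 0.5, the threshold in both libraries and each library alone, and for the named genes each library left out in turn. The total mapped reads as library sizes, a crossed replicate block and the alternatives for gene models at or under an RPKM of 1 were added after the data were seen. The rule for named genes was every gene the paper names and, in each comparison, the genes with the largest fitted log2 fold changes. The former could not be paired with gene models. The genes named are, for T1 against T0 and for T1SA against T1, the 2 with the largest positive and the 2 with the largest negative fitted log2 fold change among those called and with at least 10 counts in every library of the higher condition. This rule also covers T1SA against T0, for which no names are given, since names that cannot be paired with genes add little. Overlaps of comparisons that share libraries were set beside 20 simulations in which all conditions had the same mean levels. Figures were drawn with matplotlib 3.10.9.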

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

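The count of genes with separated libraries was chosen after the number of these genes had been seen. With TMM, the response to germination differed in direction between the conditions for 216 gene models. Of these, 92 were called higher than T0 at T1 and lower than T0 at T1SA, 124 were called the opposite way, and each was also called in the direct T1-T1SA comparison, which tests the difference itself. In 215 of them (99.5%) both libraries of each condition lay apart from those of the other conditions in that order, an arrangement that chance gives in 2.22% of genes and that 707 of the 9523 gene models tested had. Since the 216 were selected by their calls, this separation is not independent evidence. The paper does not report genes that moved in opposite directions.

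Technical explanations were weighed first. The number was at least 203 and at most 225 under the 4 other scalings (RLE, upper quartile, total counts and, added after the data were seen, total mapped reads), but the genes were in large part different ones. Of the 216, 209 were also found with RLE, 184 with total mapped reads, 128 with upper quartile scaling and 67 with total counts, and 58 (26.9%) with all of these. For the other 158 the opposite direction depends on the scaling, and scaling stays open as its source. In tests chosen after the result was seen, 149 of the 216 had at least 10 counts in every library, and a fit of only the genes with such counts gave 170 genes, of which 57 were among the 216. Low counts in some library therefore do not apply to the 149, but the restriction to such genes changes which genes are found. Simulated unchanged conditions gave 0 such genes in each of 20 draws, but they gave almost no calls of any kind and decide nothing about the shared T0 libraries. Likewise, that 100% of the 216 had at least 10 counts in every library of their highest condition follows from their selection by calls. At an adjusted p at or under 0.01 the number was 98. When the effects of sorbic acid were shuffled among genes of similar level in simulated libraries, a comparison made after the result was seen, 309 to 376 genes passed T0 in 20 draws, so that the 216 are fewer than effects unrelated to the T0-T1 change would give. Whether a fit without T1 replicate A would call the same genes is open, since no calls are given for a condition left with 1 library. A response to sorbic acid that is distinct from the response to germination stays open, as does a delay of genes that rise or fall transiently between 0 and 1 h, for which no library was made.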

How the results depend on the processing

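Under the alternatives, 175 numbers of genes stayed within 1.5 times their value and 15 moved further. The numbers of genes called higher at T1SA than T0 and of those called higher at T1SA only stayed within this limit under each of the 14 alternatives run, with ranges from 2042 to 3187 and from 452 to 694.

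The filter of at least 10 counts in every library tests 5719 genes in place of 9523 and removes the genes that were silent in a condition, so that fewer genes could be called. It gave 2120 genes higher and 2271 lower at T1 than T0, and 2287 lower at T1SA than T0. Called higher in both conditions were 1606, higher at T1 only 514, lower in both 1800, lower at T1 only 471 and lower at T1SA only 487. It kept 3757 of the 7090 T0-T1 calls (53.0%).

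Scaling by total counts gave 1513 genes higher and 4384 lower than T0 in both conditions. It moved the median log2 fold change of all genes from -0.40 to -1.44 between T0 and T1 and from -0.55 to -1.59 between T0 and T1SA, and the share of higher calls from 46.0% to 29.9% and from 45.5% to 28.0%. Upper quartile scaling moved the medians to -0.85 and -1.05, so that changes from T0 are relative to the scaling chosen. Between T1 and T1SA total counts moved the median by little, to 0.07 from 0.06, but values relative to all mapped reads moved the share of higher calls from 52.2% to 35.3% with limma on log2(RPKM + 1), to 37.5% on log2(RPKM + 0.1) and to 38.2% with total mapped reads as library sizes, chosen after the data were seen. The last moved the median between T1 and T1SA to -0.27 and that between T0 and T1 to -0.09, and it called 3546 genes higher and 3382 lower at T1 than T0, or 51.2% higher. Limma on log2(RPKM + 1) also reduced the genes lower at T1 only to 508. Total counts and total mapped reads as library sizes differ by little else than the share of mapped reads on gene models. That share thus sets the difference between them. For the departures from TMM, no cause was tested apart from the most abundant genes, described under the other observations.

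The stricter adjusted p at or under 0.01 left 1455 genes higher and 1179 lower at T1SA than T1, and 98 of the genes that moved in opposite directions. DESeq2 kept 6291 of the 7090 T0-T1 calls (88.7%) and 3766 of the 4229 T1-T1SA calls (89.1%). RPKM values at T1 over 0 and at or under 1 in both libraries, an alternative set after the data were seen, were found for 4201 gene models against 6751 for the mean. Across the fits that each left out a T1 replicate, the number with an RPKM of at least 1 was from 5631 to 5679.

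The letters A and B gave no sign of pairing the libraries. Deviations of A from B correlated across gene models with 0.07 between T0 and T1, -0.09 between T0 and T1SA and -0.17 between T1 and T1SA. With a replicate block, 3153 genes were higher and 3615 lower at T1 than T0, 2090 and 1823 at T1SA than T1, and 2976 and 3457 at T1SA than T0, and each number of called genes stayed within 1.5 times its value without the block. A crossed replicate block, which pairs T1SA replicate A with T1 replicate B and was chosen after the data were seen, gave 2258 genes higher and 2069 lower at T1SA than T1.

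Numbers of calls are not given for fits without a replicate, since the spread within a condition cannot be estimated from the 1 library left. For the 8 genes named, the direction was the same with each library of the compared conditions left out and under each alternative that gave a fold change, which were 12 for Cscaffold14000248 and estExt_fgenesh1_pm.C_140119 and 11 for the other genes, since the filter of at least 10 counts in every library removes the latter. The largest adjusted p over these alternatives was 0.000393, for CADANGAG00005345. With a library left out in turn, the log2 fold change of Cscaffold14000248 was from 8.53 to 10.50 and that of fgenesh1_pm.Cscaffold1000623 from -10.13 to -8.18, and 11 values of named genes in all moved by more than the spread between replicates, each with a library left out. The set tests on GO categories, the transcripts of oxidative phosphorylation genes at T0 and the RPKM of genes with detected proteins were planned but not run, since the names of the gene models are not paired with An numbers. The T0 libraries had the fewest counts on gene models, 5514124 and 5758898, but after TMM the smallest effective library sizes were those of T1SA, 6206701 and 6880394. Gene models with 3 counts or fewer numbered 7108 and 6556 at T1SA, 6225 and 6685 at T1 and 4880 and 5178 at T0. The simulated check at the depth of these libraries recovered 65% of the genes changed 4-fold. It changed far fewer genes than were called in the data, so that this recovery does not carry over to the data.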

Differences from the paper's values

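3 numbers of called genes were more than 1.5 times the paper's. Lower transcript levels at T1 than T0 were called for 3832 gene models, against the paper's 2412 genes. The numbers lay within 1.5 times the paper's with DESeq2 (3204), without a filter on low counts (3598), with at least 10 counts in every library (2271), with a replicate block (3615), with limma on log2(RPKM + 0.1) (3527) and at an adjusted p at or under 0.01 (3109), and also with total mapped reads as library sizes (3382), which was chosen after seeing the values. They did not with RLE, upper quartile or total count scaling, with only the 2 conditions compared, with limma on log2(RPKM + 1), or with a 2-fold minimum change, nor with the crossed replicate block, which was chosen after seeing the values.

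Higher levels than T0 at T1 only were called for 808 gene models, against the paper's 398 genes. With at least 10 counts in every library the number was 514, and no other alternative came within 1.5 times the paper's 398.

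Lower levels than T0 at T1 only were called for 936 gene models, against the paper's 404 genes. With at least 10 counts in every library the number was 471 and with limma on log2(RPKM + 1) it was 508. None of the other alternatives came within 1.5 times the paper's 404. The paper's numbers concern genes with An numbers and those given here gene models without them. Whether the paper's numbers were drawn from the deposited counts could not be established, and no cause of the differences was tested.

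In the paper, 2026 genes higher in both conditions and 398 in the control condition make 2424, against its 2487 for T0-T1. Its 1946 and 404 lower genes make 2350, against its 2412. No inconsistency is shown by this, since the paper's numbers may leave out genes called in opposite directions. Here such genes, 92 higher and 124 lower at T1 than T0, are counted among the 808 and 936. Taken as the paper's T0-T1 number less its number in both, the control condition only would have 461 and 466 genes. For higher levels, total counts (667) and at least 10 counts in every library (514) lay within 1.5 times 461. For lower levels, at least 10 counts in every library (471), limma on log2(RPKM + 1) (508) and on log2(RPKM + 0.1) (638), and total mapped reads as library sizes (684), which was chosen after seeing the values, lay within 1.5 times 466.

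The paper gives more genes with increased levels in the sorbic acid condition only than in the control condition only. Here the order was the opposite, with 605 gene models higher at T1SA only and 808 at T1 only, and it was so under each of the 14 alternatives. The number at T1SA only, against the paper's 888, lay within 1.5 times it here and with RLE, without a filter on low counts, with only the 2 conditions compared, with a 2-fold minimum change and with the crossed replicate block, which was chosen after seeing the values, and not under the other alternatives. For decreased levels the paper also gives more genes in the sorbic acid condition only, against 770 at T1SA only and 936 at T1 only here. That order was the paper's with at least 10 counts in every library (487 and 471), with upper quartile scaling (881 and 803), with total counts (876 and 733), with limma on log2(RPKM + 1) (797 and 508) and on log2(RPKM + 0.1) (974 and 638), and with total mapped reads as library sizes (1004 and 684), which was chosen after seeing the values.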

Other observations

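Several of the tests below were chosen only after the pattern was seen, namely those on sequencing depth, on a slower passage from T0 to T1 and on the gene models with high T0 levels.

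The T0 libraries had the smallest share of mapped reads on gene models and yet the largest number of gene models with at least 1 count, 12922 and 12306 against 11825 and 10862 at T1. Sequencing depth did not account for this, since at a common depth of 5514124 counts drawn without replacement, the expected number of gene models with a count was 12922 and 12264 at T0, against 10978 and 9874 at T1. An even background over all gene models was tested on the 5220 gene models with at most 6 counts in total over the germinated libraries. Of these, 2304 had no count in T0 replicate A and 2846 in T0 replicate B, whereas a rate proportional to length, with each count limited to 10, would leave 1301 and 1566 at 0. The counts of these gene models were correlated between the T0 replicates with a Spearman coefficient of 0.66 across genes, and with length by 0.26 and 0.19. Reads were thus gathered on the same gene models in both replicates. The expected numbers took length alone, so that differences between gene models in how many reads can pass the mapping quality limit were not separated from this. An even background over the gene models that can hold such reads therefore stays open. A wider set of stored transcripts in dormant conidia, or low transcription in them, was not tested and stays open.

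At T0, 30419450 and 30339383 mapped reads were not counted on gene models, which includes any reads on gene models with a mapping quality under the limit or assigned to none of several models. The lower quartile of coverage over gene models was 2.37 and 1.49 reads per kb, and at these densities the uncounted reads would need a sequence at least 644 times as long as all gene models together. An even background over the genome stays open only if nearly all of its reads were under the mapping quality limit, a part that is not known. Where these reads map was not tested, and no biological explanation was tested either.

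The division of T0-T1 calls into higher and lower depended on the scaling, as described above. A few abundant gene models were not the source. When the 10 most abundant gene models of each library, 26 in all, were left out of the library totals, the median log2 fold change was -1.72, against -1.44 with all gene models in the totals and -0.40 with TMM. Leaving out the 100 most abundant of each library, 236 in all, gave -1.59.

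T1SA lay between T0 and T1. On the line from T0 to T1 in log2 CPM, with the line and its scale taken from different replicates, T1SA replicate A lay at 77.3% to 80.6% of the way and T1SA replicate B at 66.8% to 69.3%. Of the genes called in both T0-T1 and T1-T1SA, 2728 moved towards T0 and 579 moved beyond T1, so that 82.5% moved towards T0. The 2728 include the 216 that passed T0 and were called on its other side. When the effects of sorbic acid were shuffled among genes of similar level in simulated libraries, which keeps the chance sharing of T1, this share was at most 67.9% over 20 draws. Effects unrelated to the T0-T1 change therefore did not account for it. The plain correlation between the T0-T1 and T1-T1SA log2 fold changes, -0.49, was not taken as evidence. Unchanged conditions with shared T1 libraries gave -0.49 as well, but there only chance deviations are correlated. Such simulations do not show how much of the observed value the sharing brings about where many genes change. A slower passage from T0 to T1 is a candidate explanation. By manometry the paper measured slower O2 uptake under sorbic acid, and it also reports later trehalose depletion and glucose uptake. These are measures of metabolism and not of transcripts. Of the 4229 genes called between T1 and T1SA, 1501 (35.5%) moved beyond T1 or had no T0-T1 call, and this share was between 34.1% and 38.8% under the 14 alternatives. With the 216 that passed T0, the number was 1717 (40.6%). A delay of genes that change steadily from T0 to T1 would not give these, but a delay of genes that rise or fall transiently would, and with no library between 0 and 1 h a slower passage as the only effect stays open. The share that moved towards T0 was between 80.0% and 85.8% under them.

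The 10 most abundant gene models of each library took 17.1% and 17.2% of the counts at T1SA, against 11.4% and 10.5% at T1 and 27.2% and 24.3% at T0. The 100 most abundant took 39.6% and 40.2% at T1SA, 38.0% and 39.6% at T1 and 45.2% and 44.1% at T0. The 10 gene models with the largest rise in CPM from T1 to T1SA, chosen after their values were seen, took 14.2% and 14.6% of the counts in the T1SA replicates, against 2.50% and 1.89% in the T1 replicates and 8.40% and 6.81% in the T0 replicates. No biological explanation was tested, since their names are not paired with annotated genes.

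Gene models induced by sorbic acid were already higher in T1 replicate A than in T1 replicate B. Among 54 gene models with at least 20 times the T1 level and a CPM of at least 100 at T1SA, 46 (85.2%) were higher in T1 replicate A, against 46.7% of all gene models tested. Reads of T1SA libraries in the T1 replicate A library may add to this, but they would raise each induced gene model by the same part of its T1SA level. Among the 10 most abundant of the 54, the excess was between 0.12% and 1.56% of the T1SA level, and the median over the 54 was 0.50%. Each excess compares single libraries and also carries the variation between replicates. The lowest value is therefore no limit on such reads, and their part stays open. Among 272 gene models called lower at T1, with a CPM of at least 100 at T0 and at least 20 times the T1 level, 222 (81.6%) were also higher in replicate A. A T1 replicate A that had advanced less from T0 than replicate B stays open and was not tested separately.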
